# Single-cell RNAseq analysis of spinal locomotor circuitry in larval zebrafish

**DOI:** 10.7554/eLife.89338

**Published:** 2023-11-17

**Authors:** Jimmy J Kelly, Hua Wen, Paul Brehm

**Keywords:** transcriptomics, synaptic transmission, ion channels, glial cell, neurons, Zebrafish

## Abstract

Identification of the neuronal types that form the specialized circuits controlling distinct behaviors has benefited greatly from the simplicity offered by zebrafish. Electrophysiological studies have shown that in addition to connectivity, understanding of circuitry requires identification of functional specializations among individual circuit components, such as those that regulate levels of transmitter release and neuronal excitability. In this study, we use single-cell RNA sequencing (scRNAseq) to identify the molecular bases for functional distinctions between motoneuron types that are causal to their differential roles in swimming. The primary motoneuron, in particular, expresses high levels of a unique combination of voltage-dependent ion channel types and synaptic proteins termed functional ‘cassettes.’ The ion channel types are specialized for promoting high-frequency firing of action potentials and augmented transmitter release at the neuromuscular junction, both contributing to greater power generation. Our transcriptional profiling of spinal neurons further assigns expression of this cassette to specific interneuron types also involved in the central circuitry controlling high-speed swimming and escape behaviors. Our analysis highlights the utility of scRNAseq in functional characterization of neuronal circuitry, in addition to providing a gene expression resource for studying cell type diversity.

## Introduction

Functional and anatomical studies of spinal circuitry among the vertebrates have formed the basis of our understanding of control over stereotypic movements (Goulding, 2009; Grillner and Jessell, 2009). Investigation into movement control continues to benefit from larval zebrafish, which represent a greatly simplified system for resolving the underlying spinal circuitry (Fetcho and Liu, 1998; Drapeau et al., 2002; Lewis and Eisen, 2003; Fetcho et al., 2008). Study of circuitry in zebrafish also provides the unique opportunity to trace locomotory circuitry from sensory initiation to the final motor output (Fetcho, 1991; Koyama et al., 2011; Fidelin and Wyart, 2014; Berg et al., 2018). Fortuitously, despite the evolutionary distance between fish and mammals, many classes of spinal interneurons involved in movement control are conserved between species, heightening the potential significance of zebrafish circuitry analysis (Grillner, 2003; Goulding, 2009).

As a new approach toward circuitry analysis, we turned to single-cell RNA sequencing (scRNAseq). For this purpose, we developed a method for isolation and dissociation of spinal cords from 4 days post fertilization (dpf) zebrafish, an age at which much of the anatomy and physiology of swim control has been published (Bhatt et al., 2007; McLean et al., 2007; Fetcho et al., 2008; Liao and Fetcho, 2008; McLean et al., 2008; Satou et al., 2009; Menelaou and McLean, 2012; Wang and Brehm, 2017; Bello-Rojas et al., 2019; Menelaou and McLean, 2019; Kishore et al., 2020; Satou et al., 2020; Wen et al., 2020). Our analysis has provided identification of major classes of neuronal and glial types. Of those neuronal types, many are known to be directly involved in locomotory circuitry either in mouse, zebrafish, or both. Using the markers revealed by the transcriptome analysis, we validated a number of key interneuron types, previously shown to be present in zebrafish locomotion circuit. In addition, we identified a new excitatory interneuron type that has a unique transmitter phenotype among interneurons.

Our interest in applying scRNAseq methodology to spinal neurons of zebrafish went beyond identifying transcriptional markers. Rather, we sought to use the neuron-specific transcriptomics to mine for distinctions in the ion channels and synaptic players that are associated with specialized circuit function. Many physiological studies have indicated fundamental differences in excitability and synaptic transmission among neurons controlling escape behavior versus those controlling slow to moderate rhythmic swimming speeds (Bhatt et al., 2007; Liao and Fetcho, 2008; McLean et al., 2008; Satou et al., 2009; Menelaou and McLean, 2012; Menelaou and McLean, 2019; Kishore et al., 2020; Satou et al., 2020). The signaling molecules causal to these differences among spinal neuron types are largely unknown. To address this outstanding question, we compared different types of motor neurons, where two well-studied subtypes serve different roles. The primary motoneurons (PMns) control the strongest contraction that provide for the single powerful bend, initiating escape, and participate in rhythmic swimming at only the highest speeds. By contrast, the secondary motoneurons (SMns) collectively regulate the range of slower rhythmic swimming (McLean et al., 2007; Gabriel et al., 2011; Wang and Brehm, 2017). Paired patch-clamp recordings, possible only in zebrafish, have characterized these Mn types as functional bookends. The PMns fire action potentials at ultrahigh frequency and the neuromuscular synaptic responses are able to follow with fidelity, whereas the SMns respond with lower frequency action potential firing and synaptic transmission at the neuromuscular junction and are subject to frequent failures (Wang and Brehm, 2017; Wen et al., 2020).

Our scRNAseq analysis, using Mn subtype-specific markers that we validate in this article, has provided candidates for serving these functional differences. First, the PMns express a trio of unique voltage-dependent ion channels, seen only at very low levels in the SMns, that are tailored for high-frequency transmission. The same fast ion channel cassette are also enriched in two well-characterized interneuron types that control firing of the PMns and are directly involved in the fast swimming and escape behavior. Second, the PMns also express significantly higher transcript levels of several key proteins involved in exocytosis, collectively termed a synaptic cassette. Thus, scRNAseq offers a new means to interrogate spinal circuitry through assignment of specialized signaling molecules. This application may also prove useful to understanding specialized circuits within the central nervous system (CNS) of mammals.

## Results

### Transcriptional profiling of the larval zebrafish spinal cord

scRNAseq was performed on 4 dpf larval zebrafish, an age corresponding to many studies of spinal circuitry and electrophysiological analysis of neuronal control over swimming behavior (Bhatt et al., 2007; Liao and Fetcho, 2008; McLean et al., 2008; Satou et al., 2009; Menelaou and McLean, 2012; Wang and Brehm, 2017; Menelaou and McLean, 2019; Kishore et al., 2020; Satou et al., 2020; Wen et al., 2020). 

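Cells of the whole spinal cord were profiled by 10x Genomics 3′ sequencing, which counts the RNA molecules of each gene in each captured cell as unique molecular identifiers (UMIs). The 2 unsorted libraries came from different clutches of Tg(SAIG213A;EGFP) larvae at 4 dpf, with about 150 spinal cords in each. The collagenase digestion is given as 2 hr in the methods and as 1.5 hr in the sample labels. The authors targeted 10000 to 15000 cells per library, read each to about 40000 reads per cell and assigned the reads to genes with Cell Ranger 6.1.1 on the GRCz11 genome. They deposited the UMI counts of the barcodes that Cell Ranger kept, at least 500 UMIs each, before the study's own limits on cells. Unsorted replicate 1 held 29351 barcodes with 61350808 UMIs, and unsorted replicate 2 held 17606 barcodes with 37911540 UMIs. The median barcode held 1179 UMIs in replicate 1 and 979 in replicate 2. From these counts, cells were selected with the study's limits, normalized, clustered and named from the marker genes given in the article. The UMIs of all cells of a type within a library were then summed, so that each type gave 1 value per library, and levels are CPM, the gene's share of that sum scaled to a common total and normalized by TMM. Types were compared with edgeR's quasi-likelihood test on these sums, with the library as a block. An SD is across libraries, and an interval on a share of cells covers counting error only, because the cells of a library are not independent animals.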

For each of two duplicate experiments, ~150 spinal cords were isolated, followed by dissociation into single cells. In each case, ~10,000–15,000 spinal cord cells were sequenced to a depth of 40,000 reads per cell and aligned to an improved zebrafish reference genome that is more inclusive of 5′ and 3′ untranslated regions (Lawson et al., 2020; Figure 1—figure supplement 1; see ‘Materials and methods’). 

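Of the barcodes in the unsorted libraries, 13788 passed the study's limits of 400 to 4000 genes, 1500 to 9000 UMIs and less than 5% mitochondrial UMIs. They came to 9098 cells in replicate 1 (31.0% of its barcodes) and 4690 in replicate 2 (26.6%). The kept cells held 30743124 and 17847584 UMIs, with a median of 2666 and 2987 UMIs and of 1171 and 1228 genes per cell. Fewer than 1500 UMIs were found in 18367 barcodes of replicate 1 and 11796 of replicate 2, and a mitochondrial share of 5% or more in 5078 and 4200. Removing a cluster drawn mostly from replicate 1 and the muscle and raphe cells left 11903 cells, or 86.3% of those kept (82.5% in replicate 1 and 93.8% in replicate 2).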

After applying standard quality control filters and removing contamination from outside the spinal cord (Figure 1—figure supplements 2 and 3), data integration resulted in a total of 11,762 spinal cord cells from the combined datasets.

Graph-based, unsupervised clustering of the entire spinal cord transcriptome gave rise to 30 clusters, 27 of which were readily identifiable on the basis of established neuronal or glial markers forming the two broad categories of cell types (Figure 1A). The neuronal markers were *elavl4* and *snap25a* (Figure 1B) and glia markers were *gfap, slc1a2b, myrf,* and *sox10* (Figure 1C). 

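Of the 11903 cells, 4961 (41.7%) were neurons by elavl4, which encodes a neuronal RNA-binding protein, and snap25a, which encodes a protein of synaptic vesicle fusion. The neuronal share was 42.5% in replicate 1 and 40.3% in replicate 2 (SD 1.60, n = 2). Glia made up 5203 cells (43.7%, with an exact 95% interval of 42.8% to 44.6%), at 41.1% in replicate 1 and 48.2% in replicate 2. Astrocytes and radial glia, named by gfap (a glial intermediate filament) and slc1a2b (a glutamate transporter), made up 4431 cells (37.2%). The oligodendrocyte lineage, named by myrf and sox10, which encode transcription factors of oligodendrocyte development, made up 772 cells (6.49%). One cluster of astrocytes and radial glia, of 503 cells, was led by sparcl1, slit1b, npr3, ntn1b and shha, the last a gene of the floor plate. The level of gfap was 11400 ± 682 CPM (SD, n = 2 libraries) in astrocytes and radial glia, 1348 ± 8.48 CPM in the oligodendrocyte lineage and 524 ± 62.4 CPM in neurons. The level of sox10 was 761 ± 58.7 CPM in the oligodendrocyte lineage against 15.8 ± 0.149 CPM in astrocytes and radial glia and 16.3 ± 2.12 CPM in neurons. elavl4 stood at 2055 ± 43.6 CPM in neurons and 145 ± 9.35 CPM in astrocytes and radial glia. Of neurons, 92.9% held a UMI of elavl4 and 60.5% one of gfap, at a median of 2634 UMIs per cell. In astrocytes and radial glia, 99.8% held gfap and 37.7% elavl4 at a median of 4036 UMIs, so a single UMI did not separate these types. In GRCz11, gfap lies on chromosome 3 from 31792441 to 31804800, sox10 on chromosome 3 from 1492174 to 1501255, slc1a2b on chromosome 25 from 37366698 to 37407757 and myrf on chromosome 25 from 3896097 to 3979583.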

The glial cells (46% of total cells) fell into two non-overlapping groups, corresponding to astrocytes/radial glia (*gfap+/slc1a2b+),* and oligodendrocytes (*sox10+/myrf*+) (Figure 1C). Both glial types were composed of multiple clusters, indicating further diversity. The remaining three clusters (clusters 6, 11, and 17, corresponding to 11% of total cells) showed mixed expression of neuronal and glial markers. It is unclear whether this population reflects a true cell type or instead a group of unremoved doublets. 

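In the re-clustered cells, 1739 of 11903 (14.6%) fell in clusters named as neither neurons nor glia, with 16.4% in replicate 1 and 11.6% in replicate 2 (SD 3.40, n = 2). With the cluster drawn mostly from replicate 1 kept, this share was 25.15%. Skin cells (674, 5.66%), mesenchyme (366, 3.07%) and microglia or macrophages (46, 0.386%) had markers of their own. The other 653 cells (5.49%) formed 3 unnamed clusters. Skin cells were 1.353% with upper limits of 20000 UMIs and 8000 genes, 2.102% with log-normalized counts and 3.215% at a resolution 1.5 times higher. Under these settings mesenchyme was 1.869%, 1.656% and 1.944%, and unnamed cells were 9.558%, 12.27% and 9.561%. The largest, of 449 cells, was led by her4.2, a Notch target of neural progenitors, and atoh1b, a proneural transcription factor. A cluster of 103 cells was led by mki67 and rrm2, genes of dividing cells. A cluster of 101 cells, 99.01% of them from replicate 1, was led by the hormone genes insl5a and gcga.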

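Doublet scores were computed with the Scrublet method in each library. Of the cells of the her4.2 and atoh1b cluster, 19.8% were among the highest 10% of scores of their library, at a median of 3907 UMIs per cell. This share was 7.77% in the mki67 and rrm2 cluster and 0.990% in the insl5a and gcga cluster.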

Given that these clusters could not be assigned to either neurons or glia with confidence, they were excluded from the subsequent analysis. Additionally, while the glia data are available as a resource, they were not analyzed further in this study.

**Figure 1.**
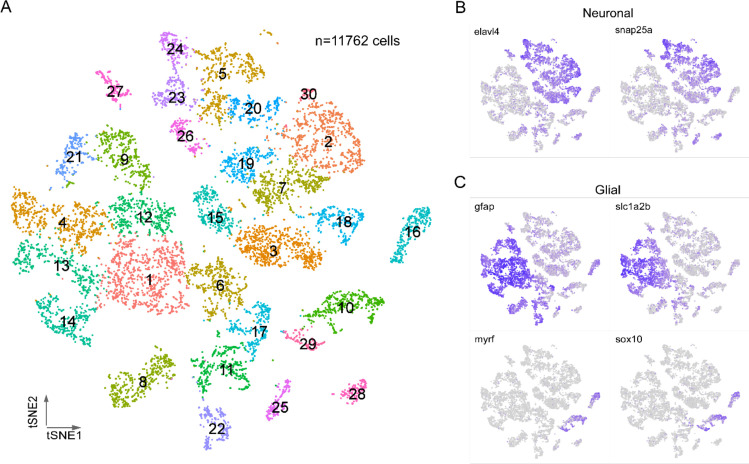
Transcriptional profiling of larval spinal cord. (**A**) Visualization of 4 days post fertilization (dpf) spinal cord cells using t-distributed stochastic neighbor embedding (t-SNE). Each dot is a cell and each arbitrary color corresponds to a single cluster. The clusters are individually numbered and the total number of cells indicated. (**B, C**) Feature plots for two neuron markers (**B**) and four glial makers (**C**). Two sets markers are shown to distinguish the two broad types of glial cells, *gfap* and *slc1a2b* for astrocytes/radial glia (**C**, top), *myrf* and *sox10* for oligodendrocytes (**C**, bottom).

**Figure 1—figure supplement 1.**
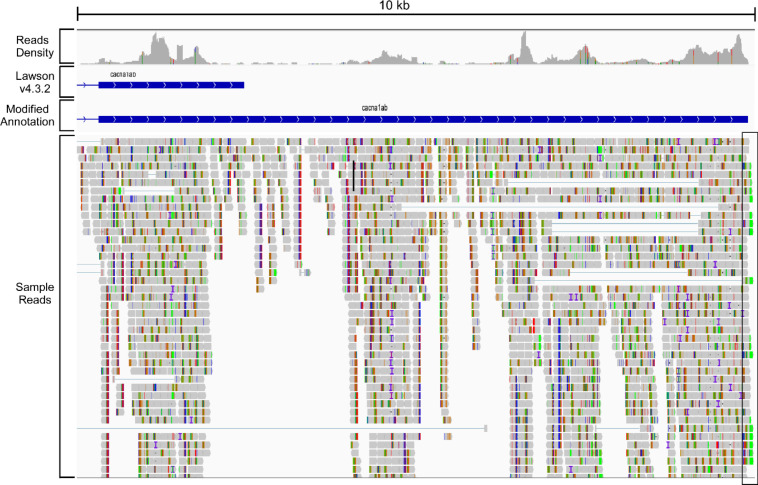
Improved annotation of the *cacna1ab* gene to extend 3′ untranslated region (UTR). Select IGV fields shown for 10 kb of the 3′ region of *cacna1ab,* including the reads density, the annotation based on Lawson v4.3.2. reference genome, the annotation based on our modified reference genome, and sample sequencing reads. Our assignment for the end of 3′ UTR (boxed region) was based on the position of polyA tail in the reads (nucleotide A shown in green).

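The deposited annotation gives cacna1ab (LL0000004735) on the plus strand of chromosome 11 of GRCz11, from 30817943 to 31033526. Its transcript of 47 exons, ENSDART00000159997, ends in an exon of 9268 bp from 31024259 to 31033526. The transcript of 46 exons, ENSDART00000150130, ends in an exon that starts at the same base and is 654 bp long, to 31024912. 3′ sequencing counts reads near the end of a transcript, so reads from the longer exon count toward cacna1ab only where the annotation holds it. The same form is seen at syt2b (LL0000018128), a synaptotagmin gene on chromosome 6. Its longest last exon runs from 55197405 to 55208884 (11480 bp), against 372 bp in its other transcripts.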

**Figure 1—figure supplement 2.**
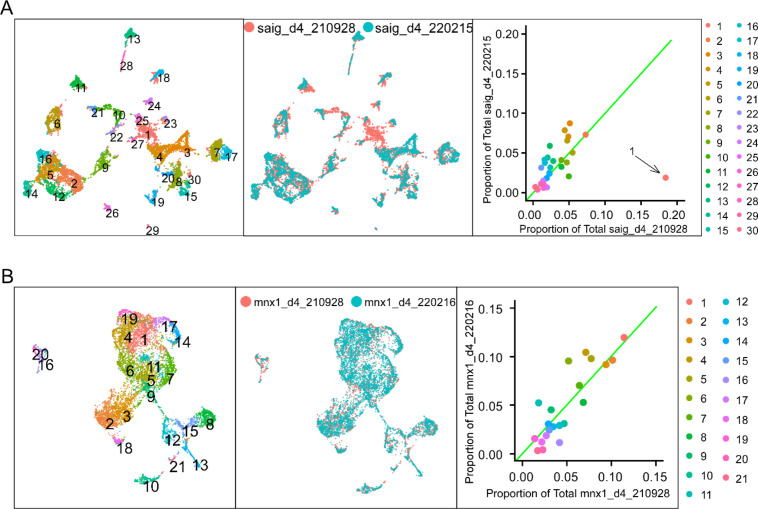
Integration of datasets from duplicated experiments. (**A**) Integration of the two full spinal datasets. Uniform Manifold Approximation Projection (UMAP) plots showing the initial clustering of the integrated full spinal data (left) and the projection colored by sample source (middle). The scatterplot shows the proportion of cell of each source accounted for in each cluster (right). Green line indicates where clusters containing an equal proportion of each source would fall. Cluster 1 is a clear outlier with over 90% of its cells belonging to the saig_d4_210928 sample and was not included in the final integrated dataset. (**B**) Integration of the two FACS-sorted motoneuron (Mn) datasets. Correspondence between duplicates is shown similar to (**A**).

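When the kept cells of both unsorted libraries were clustered, 1 cluster of 1677 cells (12.2% of 13788) drew 83.6% of its cells from replicate 1. It held 15.4% of the cells of replicate 1 and 5.86% of those of replicate 2. Its leading genes, hbbe1.1, hbae3 and hbae1.1, encode globins of red blood cells. Its median was 1768 UMIs per cell, near the lower limit of 1500, and 24.1% of its cells were in the highest 10% of doublet scores.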

**Figure 1—figure supplement 3.**
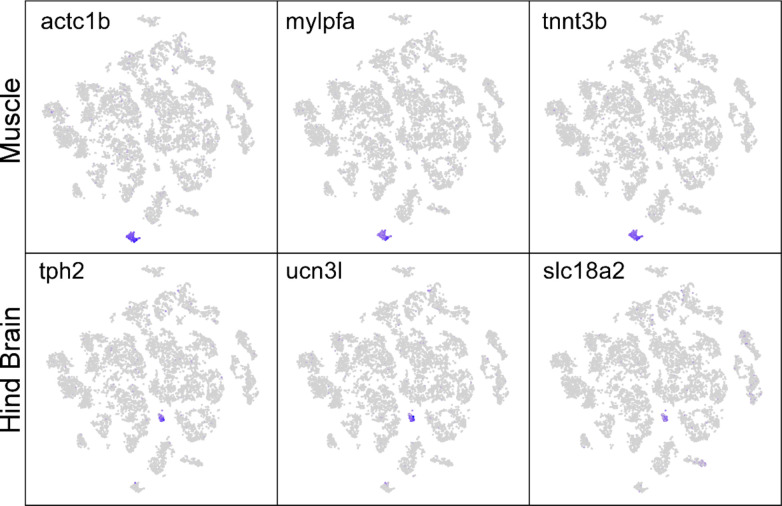
Removal of non-spinal cells. Feature plots of the muscle markers (*actc1b, mylpfa, tnnt3b*) and hindbrain markers (*tph2, ucn3l, slc18a2*) in a t-distributed stochastic neighbor embedding (t-SNE) projection of the combined full spinal cord dataset after quality filters. These small clusters were removed on the basis of their non-spinal origin and not included in the analysis.

### Transcriptional profiling of spinal cord neurons

The neuronal population identified by *elavl4+*/*snap25a*+ expression was regrouped into 33 clusters using Seurat (Figure 2A). 

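Clustering of the 4961 neurons gave 33 clusters, and 25 of these could be named from the genes listed in Figure 2 and Table 1. The named clusters held 3509 neurons (70.7%), with 72.99% in replicate 1 and 66.7% in replicate 2 (SD 4.47, n = 2). Stress genes led some clusters: the heat shock gene dnajb1b led a Mn cluster of 292 cells and an unnamed cluster of 312 cells. Another unnamed cluster, of 226 cells, was led by the glial genes hbegfa, stm and slc6a9, and 81.0% of its cells came from replicate 1.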

To assign individual neuronal identities to these transcriptome clusters, we used a combination code that relied on the coexpression of neurotransmitter biosynthesis/transporter genes along with differentially expressed marker genes (DEGs; Figure 2, Table 1; Supplementary file 1). The first code provided clear separation of neuronal populations into four principal categories: glutamatergic (*slc17a6a+/slc17a6b+*), glycinergic (*slc6a5+*), GABAergic (*gad1b+/gad2+*), or cholinergic (*chata+/slc18a3a+*) types (Figure 2B, Table 1). The second code relied on not only established markers for both zebrafish and mouse spinal neurons, but also new markers identified in this study. Generating the list of candidate markers was aided by previous studies that profiled the neurotransmitter identity of morphologically distinct neurons in the larval spinal cord (Bernhardt et al., 1990; Hale et al., 2001; Higashijima et al., 2004a; Higashijima et al., 2004c). In addition, since many aspects of the transcriptional program that establish the spinal neuronal circuit have been shown to be evolutionarily conserved among vertebrates (Kiehn and Kullander, 2004; Goulding, 2009; Grillner and Jessell, 2009), we cross-referenced our data with recent mouse spinal cord sequencing data to search for homologous marker genes (Delile et al., 2019; Blum et al., 2021).

**Figure 2.**
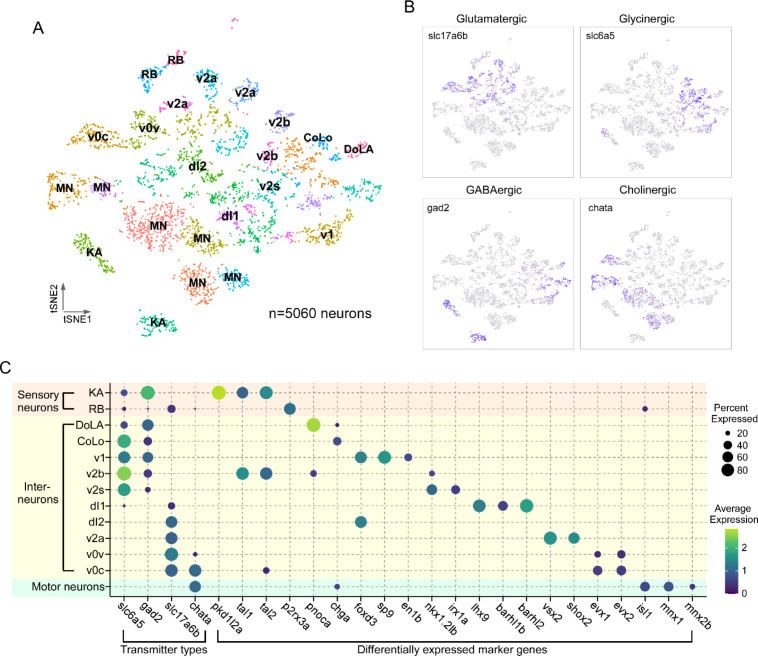
Transcriptional profiling of larval spinal cord neurons. (**A**) Visualization of neuronal populations for 4 days post fertilization (dpf) spinal cord using t-distributed stochastic neighbor embedding (t-SNE). Each dot is a cell and each arbitrary color represents a cluster. Cell type identity assigned to each cluster utilized the combination code of neurotransmitter phenotype, marker genes, and morphological labeling. (**B**) Feature plots for the four major classes of excitatory and inhibitory neurotransmitter genes. Vesicular glutamate transporter vGlut2 (*slc17a6b*) was used for glutamatergic neurons; glycine transporter glyt2 (*slc6a5*) for glycinergic neurons; glutamate decarboxylase (*gad2*) for GABAergic neurons; and choline acetyltransferase (*chata*) for cholinergic neurons. (**C**) Dot plot showing neuronal cell identity versus markers used for assignment. Dot size indicates the percentage of cells in the cluster showing expression of the indicated marker, and color scale denotes the average expression level. For visual clarity, dot sizes below 15% expressed are omitted.

**Table 1.** Combination codes used for assigning cell types to clusters.

Cell type	Neurotransmitter	Markers	% of neurons
KA	GABA	pkd1l2a, tal1,tal2	7.0
RB	Glutamate	p2*r*x3a	3.8
DoLA	GABA	pnoca	1.4
CoLo	Glycine	chga	1.1
v1	Glycine/GABA	sp9, foxd3, en1b	4.1
v2b	Glycine	tal1, tal2	3.6
v2s	Glycine	nkx1.2lb, irx1a	2.7
dl1	Glutamate	lhx9, barhl1b, barhl2	1.7
dl2	Glutamate	foxd3	3.7
v2a	Glutamate	vsx2, shox2	6.2
v0v	Glutamate	evx1,evx2	4.0
v0c	Glutamate/acetylcholine	evx1, evx2,	4.2
Mns	Acetylcholine	isl1, mnx1, mnx2b	26.8

Using the combination code, we identified specific classes of sensory neurons, Mns and interneurons (Figure 2C, Table 1). Two types of sensory neurons, the glutamatergic Rohon–Beard (RB) cells and GABAergic Kolmer–Agduhr (KA; also referred to as cerebrospinal fluid-contacting neurons [CSF-cN] cells), are each represented by two distinct clusters (Figure 2A and C). Cholinergic clusters formed a prominent group corresponding principally to Mns. Clusters of interneurons corresponded to the inhibitory v1, v2b, and v2s, and excitatory v0v, v2a, and dl1, and dl2 types (Figure 2A and C). 

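Mns, named by chata, slc18a3a, mnx1, mnx2b and isl1, were the largest named neuronal type in the rebuilt clusters of the whole spinal cord. Among interneurons, dI2-like cells made up 7.30% of the 4961 neurons (SD 1.00 between the 2 libraries) and v0v-like cells 6.73% (SD 1.67). Of the 334 v0v-like cells, 32.0% had a UMI of evx1, 37.1% of evx2 and 28.4% of gjd2b, and 248 formed a cluster led by uts2b, rgs4 and pvalb7 with gjd2b and neither evx gene among its 10 leading genes. Cerebrospinal fluid-contacting KA neurons came to 6.41%, but to 8.46% in replicate 1 and 2.71% in replicate 2. The v2a-like neurons came to 5.54% (SD 0.131), v0c-like to 3.97% (SD 0.204), v1-like to 3.27% (SD 0.236) and dI1-like, with lhx9 and barhl2, to 2.92% (SD 0.729). Smaller types were v2b-like (1.59%, SD 0.0506), Rohon-Beard (RB)-like (1.43%, SD 0.228), DoLA-like (1.33%, SD 0.469) and CoLo-like (0.403%, SD 0.319). The CoLo-like cluster held 20 cells, of which replicate 2 gave 0.113% of its neurons. The exact 95% interval of the CoLo share was 0.246% to 0.622%. A cluster of 90 cells took the v2s name with pax2a (1415 CPM) and pax8 (390.2 CPM), but nkx1.2lb stood at 21.44 CPM in it against 384.2 CPM in an unnamed cluster. Markers that set types apart included barhl2 in dI1-like neurons, with a log2 fold change of 8.30 against the other types (standard error 0.18, adjusted p = 4.13e-46 from edgeR). The gene sp9, a transcription factor gene, had one of 8.67 in v1-like neurons (standard error 0.183, adjusted p = 8.64e-46 from edgeR). p2rx3a, which encodes a receptor for ATP in sensory neurons, had one of 11.30 in RB-like neurons (standard error 0.325, adjusted p = 1.67e-34 from edgeR). barhl2, sp9 and p2rx3a were among the markers that named these clusters, so their differences are not independent evidence. Under other settings the shares ran from 1.556% to 8.714% for v2b-like, 0.5484% to 2.968% for RB-like, 2.712% to 11.46% for KA, 3.494% to 7.888% for dI2-like and 0.113% to 0.6499% for CoLo-like neurons. v0c-like neurons came to 8.797% and v2s-like neurons to 8.442% without the highest 10% of Scrublet scores. With log-normalized counts v2s-like neurons came to 5.304%, against 1.814% under the main settings.

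**Figure D1:**
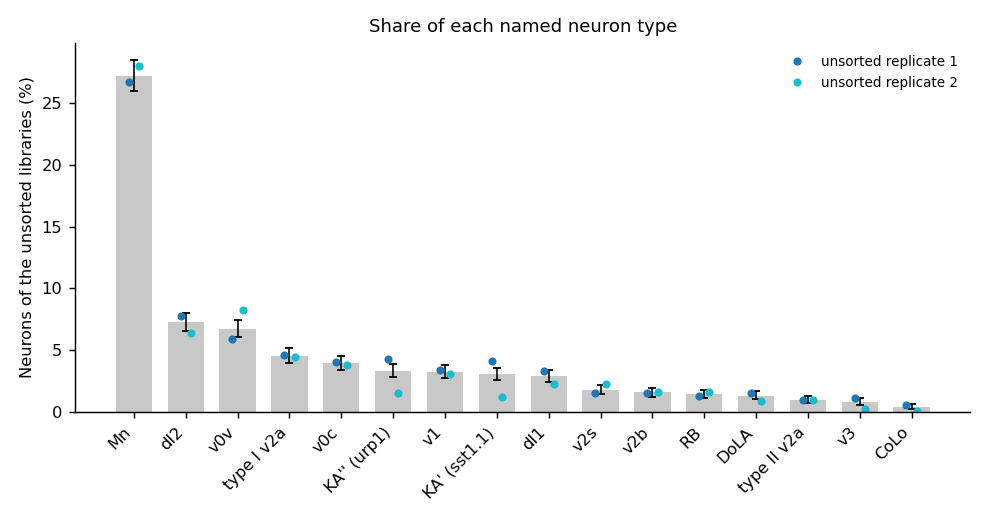
Share of unsorted neurons in each rebuilt neuronal type, in percent. Bars are both libraries pooled with exact 95% intervals, and points are the libraries; Mn-like cells stand at 27.2% and CoLo-like cells at 0.403%.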

The relative abundance of the cell types associated with individual clusters (Table 1) was consistent with those published for in vivo labeling experiments (Higashijima et al., 2004b; Kimura et al., 2006; Ampatzis et al., 2014; Gerber et al., 2019; Satou et al., 2020), suggesting that our preparation protocol and analysis are robust and unbiased in recovering spinal cell populations. Of the 33 clusters in our neuronal dataset, we were able to assign identities to 22 clusters with confidence. There are a number of cell types described for in larval zebrafish, such as the excitatory v3 interneuron or the inhibitory v0d interneuron (Satou et al., 2020; Böhm et al., 2022), that we were unable to identify likely due to lower expression levels of canonical markers at this developmental stage. It is probable that these interneuron populations are present in unassigned clusters.

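In the rebuilt clusters, 41 neurons (0.826%) led by cort, prlh2 and nos1 took the v3 name from their markers, such as sim1a (125.1 CPM), and 90.2% of them came from replicate 1. A UMI of sim1a was found in 34.1% of these cells and of sim1b in 19.5%. Of the fixed v3 markers, nkx2.2b alone was lower in them than in most other neurons (5.439 against 12.74 CPM). The 8 unnamed clusters held 1452 neurons (29.3%, with an exact 95% interval of 28.0% to 30.6%), and 15.73% of neurons were unnamed without the highest 10% of Scrublet scores. The largest, of 467 cells, was led by slc6a5, the glycine transporter of inhibitory neurons, with nkx1.2lb, pvalb7 and gata3.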

Our analysis also resolved subtypes within neuronal classes. For example, the two clusters were assigned as KA neurons, which shared a common set of markers for the cerebrospinal fluid-contacting interneuron (*pkd1l2a/pkd2l1*; Figure 3A). However, assignment to subtype can be made on the basis of differential expression of *sst1.1* versus *urp1*, previously shown to label KA′ and KA′′ functional groups, respectively (Figure 3A; Djenoune et al., 2017; Yang et al., 2020).

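KA′-like and KA″-like neurons, 153 and 165 cells, differed in peptide genes. sst1.1, which encodes a somatostatin, stood at 25700 CPM in replicate 1 and 23920 CPM in replicate 2 of KA′-like neurons against 32.3 and 35.1 CPM in KA″-like neurons. This is a log2 fold change of 9.45 (standard error 0.357, adjusted p = 9.13e-32 from edgeR). urp1, which encodes a urotensin II-related peptide, went the other way, at 51.5 and 62.3 CPM in KA′-like and 92350 and 68990 CPM in KA″-like neurons (log2 fold change −10.46, standard error 0.426, adjusted p = 1.9e-30 from edgeR). The related gene urp2 was also higher in KA″-like neurons (log2 fold change −6.98, adjusted p = 1.46e-25 from edgeR), and the tachykinin gene tac3a in KA′-like neurons (4.48, adjusted p = 2.17e-18 from edgeR). KA clusters were named from markers with pkd1l2a and pkd2l1 and were labelled by the higher of sst1.1 and urp1. The differences in sst1.1 and urp1 are therefore not independent evidence. The transcription factor gene foxa was at 0 counts in KA′-like neurons of both libraries and at 1593 and 947 CPM in KA″-like neurons. The channel genes shared by both types, pkd1l2a and pkd2l1, which sense the fluid, were 0.75 and 0.71 higher in KA′-like neurons on the log2 scale, with adjusted p = 0.0226 and adjusted p = 0.0866 from edgeR. A UMI of pkd2l1 was found in 100.0% and 99.4% of these cells against 5.35% of astrocytes and radial glia at 4036 UMIs per cell. gad2, for GABA synthesis, did not pass the test (0.23, adjusted p = 0.653 from edgeR). In all, 681 genes passed the limits, 326 higher in KA′-like and 355 higher in KA″-like neurons, against 452 genes with DESeq2 (234 and 218) and 441 with no library block. urp1 also gave a UMI in 16.7% of astrocytes and radial glia, so a single UMI of it did not mark KA″-like cells alone. In GRCz11, sst1.1 (LL0000029435) lies on chromosome 15 from 36156986 to 36158851 and urp1 (LL0000031681) on chromosome 14 from 33892300 to 33894915. The limits were an absolute log2 fold change above 0.38, a UMI in at least 30% of the cells of a type and an adjusted p under 0.05. The paper states from sst1.1 and urp1 that the KA clusters correspond to the KA′ and KA″ functional groups.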

**Figure 3.**
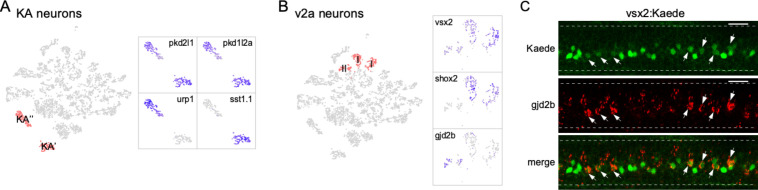
Diversity in neuronal types. (**A**) Zoomed feature plots for *pkd2l1, pkd1l2a, urp1, and sst1.1* that differentiate the KA′ and KA′′ neurons (right). The two clusters correspond to KA′ and KA′′ neurons indicated in the neuronal t-distributed stochastic neighbor embedding (t-SNE) projection (left, in red). (**B**) Zoomed feature plots for *vsx2, shox2, and gjd2b* that differentiate the type I and type II v2a neurons (right). The three clusters corresponding to v2a interneurons indicated in the neuronal t-SNE projection (left, in red). (**C**) Representative in situ hybridization images showing enriched expression of *gjd2b* in type II v2a (arrows) in a Tg(vsx2: Kaede) transgenic fish. The two subgroups of v2as were discerned with different levels green Kaede fluorescence. n = 8 fish. Scale bar 20 μm. Spinal cord boundary indicated with dashed lines.

Similarly, the glutamatergic v2a interneurons consist of multiple clusters that represented distinct subtypes. This class of interneurons has previously been divided into two subpopulations, types I and II, based on morphology, molecular and functional heterogeneity (Bhatt et al., 2007; McLean and Fetcho, 2009; Ampatzis et al., 2014; Menelaou et al., 2014). One molecular feature differentiating the two types is the higher expression level of both the *vsx2* and *shox2* marker genes in type I compared to type II v2a (Kimura et al., 2006; Menelaou et al., 2014; Hayashi et al., 2018; Menelaou and McLean, 2019). In our dataset, both the *vsx2* and *shox2* expression patterns differed among the v2a clusters (Figure 3B). The two clusters with strong *vsx2* and *shox2* expression likely represent type I v2a neurons, while the third cluster with weak *vsx2* expression and no *shox2* expression likely represents type II (Figure 3B). 

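The v2a-like neurons formed 2 clusters with shox2 (227 cells) and 1 without (48 cells). shox2, a transcription factor gene, stood at 1705 and 2353 CPM in the libraries of type I-like neurons. In type II-like neurons it was at 0 counts in both, and 0 of the 48 cells held a UMI against 85.0% of type I-like cells. The types were split here by their share of cells with shox2, so its difference is not independent evidence. bhlhe22, another transcription factor gene, was lower in type II-like neurons (log2 fold change −6.08, adjusted p = 8.03e-14 from edgeR). The gene for a membrane protein, islr2, was lower in type II-like neurons as well (−3.83, adjusted p = 2.6e-12 from edgeR). The median depth of type II-like cells was 3940.5 UMIs. In GRCz11, shox2 (LL0000024690) lies on chromosome 15 from 2181622 to 2188473. From marker genes, shox2 among them, the paper proposes which clusters are type I and which is type II.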

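gjd2b, which encodes a neuronal connexin, was 201 and 317 CPM in the libraries of type II-like neurons against 61.8 and 18.2 CPM in type I-like neurons, a log2 fold change of 2.40 (standard error 0.425, adjusted p = 3.55e-05 from edgeR). Of type II-like cells, 47.9% held a UMI of gjd2b, against 10.6% of type I-like cells and 28.4% of v0v-like cells. In the other neuronal types the share was at most 4.24%, and in astrocytes and radial glia 0.293%. Against all other types, gjd2b was 5.83 higher in type II-like neurons on the log2 scale (adjusted p = 5.75e-17 from edgeR) and 5.11 in v0v-like neurons (adjusted p = 4.94e-21 from edgeR). Of the 334 v0v-like cells, 248 formed a cluster that has gjd2b, and neither evx1 nor evx2, among its 10 leading genes, so the v0v-like values are mostly those of this cluster. In GRCz11, gjd2b (LL0000011350) lies on chromosome 20 from 9958506 to 9963713.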

For this cluster, we further identified *gjd2b*, the gene encoding the gap junction protein connexin 35.1δ subunit, as an additional marker gene (Figure 3B). This finding is consistent with previous immunohistochemistry in adult fish demonstrating selective expression *of gjd2* in type II v2a axons (Carlisle and Ribera, 2014; Pallucchi et al., 2022). Subtype assignment based on expression patterns of these markers was validated using in situ hybridization in larval Tg(vsx2: Kaede) fish (Figure 3C). Expression of the Kaede fluorescent protein driven by *vsx2* promoter labels type I v2a with strong fluorescence compared to weakly labeled type II (Figure 3C). Probes against *gjd2b* colocalized only with those neurons exhibiting weak fluorescence, confirming its specific expression in the type II v2a subtype (Figure 3C). The two subtypes of v2a interneurons both make direct connections with the PMns and are recruited during high-speed swimming but differ in terms of connection strength and the type II v2a interneuron is recruited more effectively across the range of high swimming speeds (Kimura et al., 2006; Bhatt et al., 2007; McLean and Fetcho, 2009; Menelaou and McLean, 2019). 

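Type II-like and type I-like v2a neurons differed in 657 genes, 293 higher and 364 lower in type II-like neurons, and in 428 genes with no library block. DESeq2 gave 329 higher and 206 lower, the opposite balance. Neurofilament genes, which set the caliber of axons, were higher: 5 of 6, and none lower, with a median log2 fold change of 3.58. Among them, nefmb was 1175 and 1375 CPM against 88.6 and 99.9 CPM (log2 fold change 3.74, standard error 0.306, adjusted p = 3.58e-15 from edgeR), and inab had a log2 fold change of 3.49 (adjusted p = 5.0e-15 from edgeR). The uncharacterized gene zgc:65851 (5.66), PCP4 (5.36, adjusted p = 8.24e-21 from edgeR), whose protein binds calmodulin, and the microtubule gene map1ab (3.63, adjusted p = 4.56e-16 from edgeR) were higher as well. The genes syt2b (2.26, adjusted p = 6.58e-11 from edgeR) and vamp1a (1.87, adjusted p = 2.74e-07 from edgeR) of vesicle release were higher too. Of 21 genes of sodium and calcium pumps and exchangers, 7 were higher and 2 lower. atp1a3b, a subunit of the sodium pump, had a log2 fold change of 3.87 (adjusted p = 1.37e-13 from edgeR). Of 20 genes of immature neurons, 10 were lower, among them sox4a (−3.30, adjusted p = 6.26e-09 from edgeR), and 2 were higher. Of 11 astrocyte genes of transport and coupling, 3 were lower and none higher (median −1.73), and of 10 myelin genes 1 was lower (median −0.664). Of 83 ribosomal protein genes, 43 were lower and none higher (67 lower when adjusted over the list alone). Of 82 nuclear genes of oxidative phosphorylation, 1 was higher and 1 lower. Values came from 2 libraries. An adjusted p is over the 7051 genes of the fit of 15 types, some with no counts in 1 of the v2a types, and members of a list were counted by it alone.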

The availability of transcriptomes for these neuronal subgroups provides an opportunity to further mine for differential molecular features responsible for the functional distinction.

In addition to validating established markers for neuronal types and subtypes, our scRNAseq analysis revealed novel marker genes for identifying interneuron transcriptomes, as shown for the commissural local (CoLo) and dorsal longitudinal ascending (DoLA) interneurons.

#### CoLo interneurons

CoLo interneurons provide the fast contralateral inhibition necessary for a successful escape response through direct contact with the PMns (Fetcho and Faber, 1988; Liao and Fetcho, 2008; Satou et al., 2009; Kishore et al., 2020). CoLo sends axons ventrally that turn to the contralateral side and split into short ascending and descending projections (Higashijima et al., 2004a; Higashijima et al., 2004c; Liao and Fetcho, 2008; Satou et al., 2009; Kishore et al., 2020; Satou et al., 2020; Figure 4A1). 

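The CoLo-like cluster of 20 neurons was led by mafaa, hapln4 and nefmb. chga, which encodes chromogranin A of secretory granules, stood at 4359 ± 1700 CPM in it (SD, n = 2 libraries; 18 cells in replicate 1 and 2 in replicate 2), and each of its 20 cells held a UMI. The glycine transporter gene slc6a5 was at 866 ± 152 CPM and in 60.0% of the cells, against 15.9% of astrocytes and radial glia. The CoLo-like cells were deep, with a median of 6086.5 UMIs. dmrt3a, a transcription factor gene of commissural interneurons, was found in 50.0% of them and in 0.271% of astrocytes and radial glia. The GABA synthesis gene gad1b had no UMI in any. The cluster was named from markers that include chga, slc6a5 and dmrt3a, so their levels are not independent evidence. In the other neurons, chga was found in 37.5% of type II-like v2a, 27.8% of v2s-like, 18.3% of KA′-like, 18.2% of DoLA-like, 12.9% of v0v-like, 12.7% of v0c-like and 4.23% of RB-like cells, and in 2.98% of astrocytes and radial glia. In GRCz11, chga (LL0000005586) lies on chromosome 20 from 27020180 to 27046006.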

We found a small glycinergic cluster that expressed high levels of chromogranin A (*chga*) (Figure 4A2) that was distinct from the *chga*-enriched cholinergic cluster later assigned to the PMn type (Figure 5D). Labeling using *chga* in situ hybridization probes revealed a distinct large neuron located rostrally in each hemi-segment in addition to several large-sized motor neurons (Figure 4A3; see also Figure 5D). The stereotypical location and the one per hemi-segment stoichiometry of these *chga* labeled interneurons are consistent with that of CoLos (Liao and Fetcho, 2008; Satou et al., 2009; Kishore et al., 2020). To validate its identity, we transiently labeled inhibitory interneurons with EGFP under the control of the *dmrt3a* promoter (Kishore et al., 2020; Satou et al., 2020). Single GFP-labeled CoLos were screened based on morphology (Figure 4A1) and subsequently shown to co-label with *chga* (Figure 4A3).

**Figure 4.**
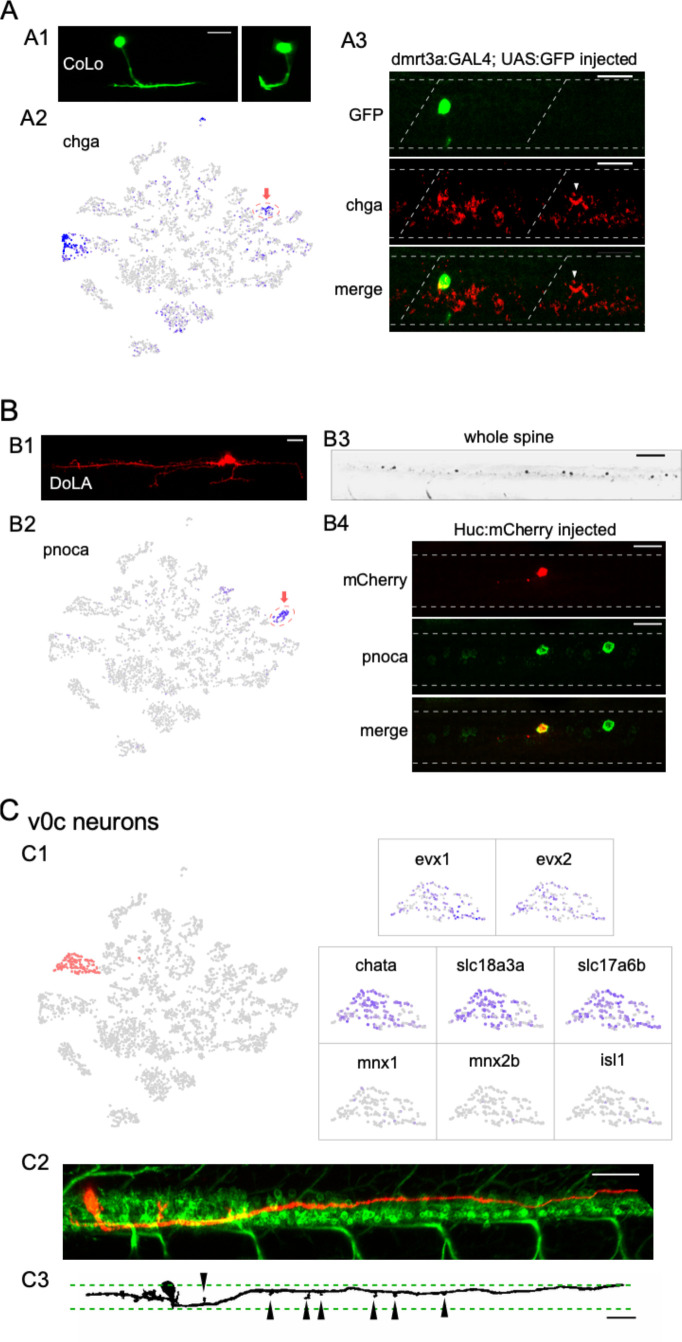
Identification of three different interneuron types using the combination code. (**A**) Commissural local (CoLo) interneurons. (**A1**) A CoLo neuron transiently labeled with GFP was identified by its short axons and localized commissural extension. A cross-section provides a clear view of its commissural branching (left). (**A2**) Feature plot of *chga* in the neuronal t-distributed stochastic neighbor embedding (t-SNE) projection. *chga* expression is localized in the CoLo cluster (red circle with arrow) in addition to a single motoneuron (Mn) cluster. (**A3**) *chga* in situ hybridization probes stained a CoLo labeled with GFP. The CoLo in the neighboring hemi-segment that was not labeled by GFP was also positive (arrowheads). Other positive labeling reflect the primary motoneurons (PMns) (see also Figure 5D). n = 6 fish. Boundary of spinal cord and segments indicated (white dash). Scale bar 20 μm. (**B**) Dorsal longitudinal ascending (DoLA) interneurons. (**B1**) A DoLA transiently labeled with mCherry was identified by its dorsal position and distinct morphology. (**B2**) Feature plot of *pnoca* in the neuronal t-SNE projection. *pnoca* expression is restricted in the DoLA cluster (red circle with arrow). (**B3**) In situ hybridization of *pnoca* shown for several spinal segments. n = 12 fish. Scale bar 100 μm. (**B4**) In situ hybridization of *pnoca* colocalized with an mCherry-labeled DoLA neuron. n = 7 cells. Scale bar 20 μm. (**C**) v0c interneurons. (**C1**) Zoomed feature plots for *evx1, evx2, chata*, *slc18a3a*, *slc17a6b*, *mnx1*, *mnx2b,* and *isl1* in the v0c cluster (right). The cluster corresponding to v0c neurons indicated in the neuronal t-SNE projection (left, in red). v0c interneuron cluster is identified by the coexpression of both glutamate (*slc17a6a*) and acetylcholine (*slc18a3a/chata*) pathway genes, and absence of Mn markers (*mnx1/mnx2b/isl1*). (**C2**) An example of a transiently labeled v0c by mCherry in a 4 day post fertilization (dpf) Tg(mnx1:GFP) fish. (**C3**) An example of v0c neurons in gray scale showing the morphology, with boundaries of the motor column (green dash) and enlargements along the axon (arrowheads) indicated. n = 37 fish. Scale bar 50 μm in (**C2**) and (**C3**). Caudal on right and rostral on left.

**Figure 5.**
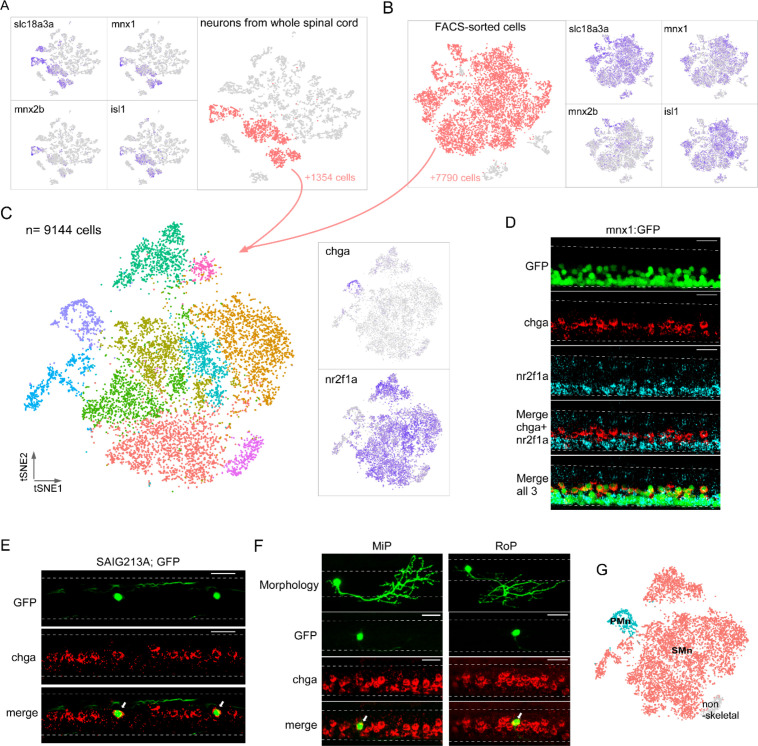
Single-cell transcriptional profiling of motoneuron (Mn) types at larval stage. Both computational extraction (**A**) and experimental enrichment (**B**) approaches were used to isolate Mn populations (red) on the bases of coexpression of acetylcholine transmitter genes (*slc18a3a* shown) and established Mn markers (*mnx1*, *mnx2b,* and *isl1*). The total numbers of Mns obtained using each approach indicated. (**C**) The integrated dataset shown in t-distributed stochastic neighbor embedding (t-SNE) projection, along with feature plots for two marker genes, *chga* and *nr2f1a*. (**D**) Representative in situ hybridization images using *chga* and *nr2f1a* probes in a 4 day post fertilization (dpf) Tg(mnx1:GFP) fish spinal cord. The motor column, indicated by GFP expression, is located ventrally in the spinal cord (top). *chga* and *nr2f1a* signals occupied more dorsal and ventral positions respectively within the motor column (bottom four panels). n = 13 fish. (**E, F**) in situ hybridization images showing specific expression of *chga* in primary motoneurons (PMns). Colocalization is shown for GFP-labeled CaP in Tg(SAIG213A;EGFP) fish (indicated by arrows in **E**, n = 14 fish), and individually labeled MiP and RoP (indicated by arrows in **F**, n = 4–6 cells). For images in (**D–F**), dorsal is up. Dashed line indicates the spinal cord boundary. Scale bar 20 μm. (**G**) PMn (cyan), secondary motoneurons (SMn) (red), and non-skeletal Mn (gray) assignment.

**Figure 5—figure supplement 1.**
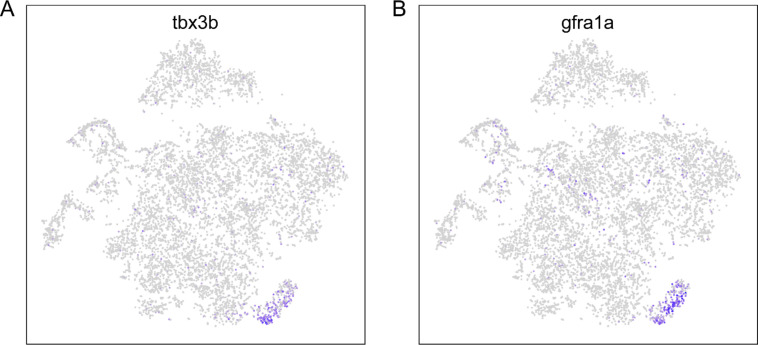
An unidentified cluster in the integrated motoneuron (Mn) datasets. Feature plots showing restricted expression of *tbx3b* (**A**) and *gfra1a* (**B**) to a small cluster in the t-distributed stochastic neighbor embedding (t-SNE) projection of Mn dataset as shown in Figure 5C.

#### DoLA interneurons

DoLAs are GABAergic inhibitory interneurons located dorsally in spinal cord with well-described morphology (Bernhardt et al., 1990; Higashijima et al., 2004c; Figure 4B1). Our dataset indicated two GABAergic interneuron clusters, one of which corresponded to DoLA neurons with highly specific enrichment of *pnoca* expression (Figure 4B2). 

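pnoca, which encodes the precursor of a nociceptin-like peptide, stood at 4782 and 3744 CPM in the 66 DoLA-like neurons. Against the other types this is a log2 fold change of 8.24 (standard error 0.205, adjusted p = 1.68e-42 from edgeR). A UMI of pnoca was found in 98.5% of DoLA-like cells, in 54.4% of v2b-like cells and in at most 6.54% of cells of any other neuronal type. In v2b-like neurons pnoca was 4.98 higher than in the other types on the log2 scale (adjusted p = 1.06e-20 from edgeR). The share was 1.42% in astrocytes and radial glia. The GABA synthesis genes gad1b and gad2 were found in 97.0% and 74.2% of DoLA-like cells. The nicotinic receptor gene chrna4b (8.16, adjusted p = 6.67e-17 from edgeR) and the transcription factor gene hmx2 (7.55, adjusted p = 9.86e-20 from edgeR) were higher in DoLA-like neurons too. The cluster was named from markers that include pnoca, chrna4b, gad1b and gad2, so their levels are not independent evidence. In GRCz11, pnoca (LL0000022215) lies on chromosome 17 from 16108406 to 16151805.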

In situ hybridization using *pnoca* probes strongly labeled a small number of distinct dorsal neurons located immediately ventral to the domain occupied by the sensory RB cells (Figure 4B3). Sparse labeling of spinal neurons with an mCherry reporter showed that the neurons positive for *pnoca* projected long ascending axons with short ventral projections, as well as with occasional short descending axons, thus matching the morphological characteristics reported for DoLA interneurons at this stage (Figure 4B4; Bernhardt et al., 1990; Higashijima et al., 2004c; Wells et al., 2010). The functional roles played by DoLA neurons have remained elusive. *pnoca* encodes Prepronociceptin, a precursor for several neuropeptides involved in multiple sensory signaling pathways (Martin et al., 1998). Its highly specific expression in DoLA suggests that they might function as neuropeptide-releasing neurons that modulate sensory functions in larval fish.

#### v0c interneurons

Importantly, our analysis also identified a cholinergic/glutamatergic spinal interneuron type not described previously in larval zebrafish. A single cluster in our dataset expressed cholinergic markers that include vesicular acetylcholine transporter (vAChT) (slc18a3a) and choline acetyltransferase (chata), but lacks all canonical Mn markers (mnx1/mnx2b/isl1) (Figure 4C1). The cluster also expressed evx1 and evx2, markers associated with interneuron types in the v0 domain (Figures 2C and 4C1; Zagoraiou et al., 2009; Juárez-Morales et al., 2016). This transcriptional profile suggested that it represented the homologs to the premotor cholinergic v0c interneurons in mouse spinal cord (Zagoraiou et al., 2009). 

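The v0c-like cluster of 197 neurons held both cholinergic genes. slc18a3a, the vesicular acetylcholine transporter, stood at 755 and 601 CPM, with a log2 fold change of 3.79 against the other types (standard error 0.179, adjusted p = 1.91e-27 from edgeR). chata, for acetylcholine synthesis, had one of 3.86 (standard error 0.165, adjusted p = 9.85e-30 from edgeR). The transcription factor genes evx1 and evx2 were higher as well, by 5.39 (standard error 0.305, adjusted p = 3.13e-23 from edgeR) and 6.25 (standard error 0.359, adjusted p = 2.49e-22 from edgeR) on the log2 scale. The cluster was named from these cholinergic and evx genes, so their differences are not independent evidence. In cells, evx1 was found in 48.7% and evx2 in 50.8%, against 32.0% and 37.1% of v0v-like cells and 0.564% and 1.17% of astrocytes and radial glia. The Mn genes mnx1 (6.09% of cells, log2 fold change −0.05, adjusted p = 1.0 from edgeR) and isl1 (3.55%, −1.11, adjusted p = 0.164 from edgeR) did not pass the test against the mean of the other types. mnx2b was found in 1.01% of v0c-like cells and in 76.5% of PMn-like cells of the same libraries. Median depths were 3869 UMIs in v0c-like cells and 4801.5 in these PMn-like cells. In GRCz11, chata (LL0000005558) lies on chromosome 13 from 29406814 to 29421767 beside slc18a3a (LL0000028531, from 29422049 to 29424454), evx1 (LL0000009856) on chromosome 19 from 19717971 to 19871211 and evx2 (LL0000009857) on chromosome 9 from 2002701 to 2007106. From this profile the paper proposes a homology to the cholinergic v0c interneurons of the mouse.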

Cholinergic interneurons have only recently been shown to be present in adult fish by immunochemistry staining (Bertuzzi and Ampatzis, 2018). Similar to their mammalian counterparts, they play roles in modulating Mn excitability (Bertuzzi and Ampatzis, 2018). 

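slc17a6b, which encodes a vesicular glutamate transporter, stood at 609 and 604 CPM in v0c-like neurons, 2.89 above the other types on the log2 scale (standard error 0.176, adjusted p = 6.4e-22 from edgeR). A UMI was found in 81.7% of v0c-like cells, 85.3% of v0v-like cells and 91.7% of type II-like v2a cells, against 5.01% of astrocytes and radial glia. The cholinergic gene slc18a3a was found in 81.2% of the same v0c-like cells, 11.7% of v0v-like cells and 5.42% of astrocytes and radial glia. Both slc17a6b and slc18a3a were among the genes that named the v0c-like cluster, so their presence together is not independent evidence. SMn-like cells of the unsorted libraries held slc17a6b in 4.88%. In GRCz11, slc17a6b (LL0000028523) lies on chromosome 7 from 32811825 to 32833255.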

Notably, v0c in larval zebrafish differs from the mouse counterpart on the basis of coexpression of cholinergic and glutamatergic transmitter genes (e.g., slc17a6b, Figure 4C1).

We capitalized on the unique cholinergic phenotype of v0c among interneurons to provide in vivo labeling in the spinal cord. For this purpose, we injected a tdTomato reporter driven by the vAChT promoter to sparsely label cholinergic neurons in the 4 dpf spinal cord of Tg(mnx1: GFP) fish (Figure 4C2). In addition to the Mns, we observed mosaic labeling of an interneuron type with distinct position and morphology. The soma was located near the dorsal boundary of the motor column (Figures 3 and 4C2) and the axonal processes were either bifurcating (20 out of 37 cells) or purely descending (14 out of 37) or ascending (3 out of 37). The descending processes would reach lengths corresponding to multiple segments within the motor column (Figure 4C2 and C3, average length >6 segments). There was an overall lack of secondary branches, but enlargements reminiscent of synaptic boutons in close vicinity of Mn soma were observed along the neurites (Figure 4C3). Multiple neurons of this type were observed in the same segment even with the sparse labeling approach, suggesting that there are likely to be numerous v0cs in each segment. The morphology and anatomic arrangement are consistent with a role in modulating Mn properties, as has been proposed for v0c in both adult zebrafish (Bertuzzi and Ampatzis, 2018) and the mammalian homolog (Zagoraiou et al., 2009).

### Subclustering the Mns based on single-cell transcriptomes

We next focused on transcriptome comparison within Mn populations to examine their molecular heterogeneity. As a first approach, we isolated Mn clusters from the whole spinal cord dataset based on the overlap of two sets of marker genes (Figure 5A). The first set was based on components of the cholinergic pathway that included *slc18a3a* (Figure 5A) and *chata* (Figure 2B). The second set of Mn markers included the transcription factors *mnx1, mnx2b,* and *isl1* (Figure2,5s 2C and 5A; Appel et al., 1995; Hutchinson and Eisen, 2006; Zelenchuk and Brusés, 2011; Asakawa et al., 2012; Seredick et al., 2012). Overall, ~27% of the profiled neuronal single-cell transcriptomes corresponded to Mns (1354 cells) (Figure 5A). 

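In the unsorted libraries, 1349 of 4961 neurons (27.2%) fell in Mn clusters, with an exact 95% interval of 26.0% to 28.4%. The share was 26.7% in replicate 1 and 28.0% in replicate 2 (SD 0.913, n = 2). Leading genes of these clusters were isl2b, ackr3b and alcamb, the forkhead genes foxb1a and foxb1b, mnx2b with chga, and bmp16 with cxcl12a. The heat shock genes dnajb1b and hsp70.2 led 1 of the 6 clusters.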

As a complementary approach, we also generated samples enriched for a larger number of Mns to increase the statistical power of the clustering analysis. This was achieved through fluorescence-activated cell sorting (FACS) of spinal cells prepared from the fluorescent transgenic fish line, Tg(*mnx1:GFP*), that broadly labels Mns (Flanagan-Steet et al., 2005; Bello-Rojas et al., 2019). 

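The sorted experiment enriched Mns to compare their types with more cells. Cells with mnx1-driven GFP were sorted from the dissociated spinal cords of Tg(mnx1:GFP) larvae at 4 dpf, in 2 libraries from different clutches, prepared and read in the way given for the unsorted cells. The authors targeted 4000 to 5000 cells per library and deposited the UMI counts. Sorted replicate 1 held 11393 barcodes with 25264888 UMIs, and sorted replicate 2 held 13252 barcodes with 24294908 UMIs. Under the same limits, 3739 cells of replicate 1 (32.8% of its barcodes) and 4764 of replicate 2 (35.95%) were kept. They had a median of 2719 and 2660.5 UMIs and of 1166 and 1089 genes. The Mn-like cells of all 4 libraries were then clustered together, and the UMIs of PMn-like and SMn-like cells were summed in each library. Comparisons of PMn-like with SMn-like sums took the library as a block, so n is 4 libraries, and sorted against unsorted SMns, with 2 libraries each, had no block. Sorted and unsorted libraries also differ in their transgene, and these effects cannot be separated.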

Clustering analysis of the sorted data showed that >92% of the FACS-sorted cells represent Mns based on the same canonical markers used for whole spinal cord, giving rise to 7790 cells for subclustering (Figure 5B). 

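Mn clusters held 8054 of 8503 sorted cells (94.7%, with an exact 95% interval of 94.2% to 95.2%). The share was 90.7% in replicate 1 and 97.9% in replicate 2 (SD 5.08, n = 2). The other cells formed a cluster of 357 with gfap, slc6a9 and mbpa, genes of astrocytes and myelinating cells, and a cluster of 92 with urp1, slc6a5 and gad2, genes of interneurons. Of the cells of the first, 77.03% came from replicate 1. The transgene (GFP) was found in 27.4% of sorted SMn-like cells, 43.2% of sorted PMn-like cells, 3.31% of unsorted SMn-like cells and 3.79% of unsorted PMn-like cells.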

We integrated the datasets from both the computationally isolated and experimentally purified Mn populations and performed clustering analysis using Seurat. A total of 9144 cells were grouped into 10 clusters (Figure 5C). 

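tbx3b, a transcription factor gene, and gfra1a, a receptor for neurotrophic factors, led a Mn cluster of 113 cells. It made up 1.20% of the 9403 Mn-like cells, at 1.33% of sorted and 0.445% of unsorted ones. The share was 2.501% with upper limits of 20000 UMIs and 8000 genes, 2.431% at a resolution 1.5 times higher, 2.601% with log-normalized counts and 2.438% without the highest 10% of Scrublet scores. Of its cells, 94.7% came from the sorted libraries, with an exact 95% interval of 88.8% to 98.0%. tbx3b stood at 572 ± 329 CPM in the cluster (SD, n = 4 libraries), 12.5 ± 10.3 CPM in SMn-like and 19.4 ± 9.28 CPM in PMn-like cells. The unsorted libraries gave 6 of the 113 cells. A UMI of tbx3b was found in 76.99% of the cluster's cells, 3.58% of SMn-like cells and 0.113% of astrocytes and radial glia, at 5563, 2553 and 4036 UMIs per cell. In GRCz11, gfra1a (LL0000011274) lies on chromosome 13 from 20384154 to 20519001 and tbx3b (LL0000030054) on chromosome 5 from 26913120 to 26918762.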

A small cluster (3.6% of total) expressing genes *gfra1a* and *tbx3b* (Figure 5—figure supplement 1) was almost entirely sourced from the FACS-sorted datasets (>94%). In addition, it shared markers with a population of non-skeletal muscle Mns recently described in mouse spinal cord scRNAseq datasets (Blum et al., 2021). Therefore, this cluster was not included in further comparisons among Mns that control skeletal muscle contraction.

The transcriptionally distinct clusters were next linked to previously known Mn types. Two broad types of Mns have been described for larval zebrafish, the PMn and the SMn, that are commonly distinguished by birth date, progenitor lineage, and morphological features such as size, location, and periphery innervation pattern (Eisen et al., 1986; Myers et al., 1986; Menelaou and McLean, 2012; Bello-Rojas et al., 2019). There are four large-sized PMns (CaP, MiP, vRoP, and dRoP) in each hemi-segment of the spinal cord, each innervating approximately one-quarter of axial muscle target field (Bello-Rojas et al., 2019; Wen et al., 2020). By contrast, 50–70 SMns are in a more ventral location and display a gradient of sizes and functional properties (Myers et al., 1986; Westerfield et al., 1986; McLean et al., 2007; Asakawa et al., 2012; Wang and Brehm, 2017; Wen et al., 2020). We examined the top DEGs among the clusters (Supplementary file 2) and found two markers, *chga* and *nr2f1a*, with non-overlapping expression pattern that could reflect this broad classification (Figure 5C). *chga* was enriched in one distinct cluster, while *nr2f1a* was present in the majority of the remaining cells (Figure 5C). 

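A UMI of chga was found in 80.6% of the 382 PMn-like cells (82.4% ± 8.61, SD, n = 4 libraries) and in 11.1% of the 8829 SMn-like cells. nr2f1a, which encodes a nuclear receptor, was found in 83.8% of SMn-like and 39.0% of PMn-like cells. Its share in PMn-like cells was 28.4% and 23.5% in the unsorted and 42.9% and 48.7% in the sorted libraries, against 29.7% of astrocytes and radial glia at 4036 UMIs per cell. Of all 9403 Mn-like cells, 8092 (86.1%) held at least 1 of these genes and 949 (10.1%) held both. Both were found in 114 PMn-like cells (29.8%) and in 803 SMn-like cells (9.095%). Summed over cells, chga was 4.68 higher in PMn-like cells on the log2 scale (standard error 0.152, adjusted p = 7.73e-10 from edgeR) and nr2f1a fell by 3.01 (standard error 0.255, adjusted p = 9.66e-07 from edgeR). chga stood at 1841 ± 180 CPM in PMn-like and 73.2 ± 14.4 CPM in SMn-like cells, nr2f1a at 153 ± 92.7 and 1192 ± 143 CPM (SD, n = 4 libraries each). Each difference had the same sign in the 4 libraries. The PMn-like cluster was named from chga and the SMn-like clusters from nr2f1a, so neither difference is independent evidence. Median depths were 3754.5 UMIs in PMn-like and 2553 in SMn-like cells. In GRCz11, nr2f1a (LL0000020582) lies on chromosome 5 from 49744692 to 49751549.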

Taken together, these two mutually exclusive markers represented ~95% of Mn population.

In situ hybridization labeling with probes against *chga* and *nr2f1a* revealed spatially segregated Mn groups in the Tg(mnx1:GFP) fish. Specifically, *chga* probes labeled dorsal Mns that were large in size, consistent with them being the primary group (Figure 5D). *nr2f1a* labeling was absent in these cells, but was distributed in larger number of smaller Mns that were more ventrally located in the motor column (Figure 5D). These segregated patterns of expression strongly suggested that *chga+* cluster represented the PMns, while *nr2f1a* marked the major SMn populations.

For further validation, we used the *chga* probes for in situ hybridization analysis in Tg(SAIG213A; EGFP) fish, in which a single PMn in each hemi-segment, the dorsal projecting CaP, was fluorescently labeled among all the Mns (Muto and Kawakami, 2011; Wen et al., 2020). Strong *chga* labeling colocalized with the GFP-labeled CaP in each hemi-segment (Figure 5E). We also labeled the MiP and RoP Mns in the spinal cord using the sparse labeling approach and observed high level of *chga* signal in both PMn types using in situ hybridization (Figure 5F). These results firmly established *chga* as the marker for PMns, leaving the *chga*-negative clusters representing SMns (Figure 5G). 

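The chga-led cluster held 382 cells (4.06% of Mn-like cells) and the SMn-like clusters, with nr2f1a, 8829 (93.9%). The ratio of SMn-like to PMn-like cells was 23.1, with a 95% interval of 20.9 to 25.7 for counting error. It was 9.44 and 8.69 in the unsorted libraries and 23.8 and 38.1 in the sorted libraries (mean 20.0, SD 13.9, n = 4). Pooled by source, it was 9.15 without sorting and 30.5 after it. With upper limits of 20000 UMIs and 8000 genes per cell, the ratio was 14.13, at 5.435 without sorting and 18.18 after it. Without the highest 10% of Scrublet scores it was 19.82 after sorting.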

The number of cells associated with SMn clusters was ~18-fold in excess that of the PMn cluster, consistent with previous cell counts of SMns versus PMns in larval zebrafish (Eisen et al., 1986; Myers et al., 1986; McLean et al., 2007; Menelaou and McLean, 2012; Bello-Rojas et al., 2019).

### Diversity among SMns

In contrast to the single cluster associated with the PMn type, SMns were composed of multiple transcriptionally distinct groups. Approximately 95% of SMns fall into three groups that were distinguished by differential expression of three marker genes, *foxb1b*, *alcamb,* and *bmp16* (Figure 6A). 

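alcamb, which encodes a cell adhesion molecule, marked 7108 of the 8829 SMn-like cells (80.5%), foxb1b, a forkhead transcription factor gene, 740 (8.38%) and bmp16, which encodes a secreted growth factor, 673 (7.62%). Together these groups held 96.5% of SMn-like cells, and the other 308 were led by cyp26b1, which breaks down retinoic acid. By source, alcamb SMns made up 69.4% of unsorted and 82.3% of sorted SMn-like cells, foxb1b SMns 18.9% and 6.72%, and bmp16 SMns 11.3% and 7.03%. Each marker was higher in its group than in the other SMn groups. bmp16 had a log2 fold change of 6.20 in bmp16 SMns (standard error 0.184, adjusted p = 1.2e-22 from edgeR), at 1518 ± 544 CPM (SD, n = 4 libraries). foxb1b had one of 3.52 in foxb1b SMns (standard error 0.238, adjusted p = 9.3e-13 from edgeR), at 804 ± 160 CPM. alcamb had one of 1.82 in alcamb SMns (standard error 0.15, adjusted p = 3.16e-11 from edgeR), at 987 ± 265 CPM. The groups were named from these genes, so the differences are not independent evidence. Other genes that were higher were the transcription factor gene isl2b in alcamb SMns (2.98), pax6a in foxb1b SMns (4.57) and the chemokine gene cxcl12a (4.78) in bmp16 SMns. The groups came from clusters of the same counts, so these differences are not independent evidence either. Heat shock genes, dnajb1b and hsp70 genes, led 1 of the alcamb clusters, of 1777 cells. In GRCz11, alcamb (LL0000000860) lies on chromosome 15 from 19838447 to 19878992, bmp16 (LL0000001942) on chromosome 18 from 48793536 to 48812996 and foxb1b (LL0000010576) on chromosome 7 from 29461060 to 29463253. The paper tells the SMn groups apart by differential expression of these 3 genes.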

In situ hybridization using the three probes labeled SMns revealed two closely stratified layers that showed differences in dorsal-ventral positioning within the motor column (Figure 6A). The *foxb1b*+ SMns occupied the more dorsal position of our labeled secondaries while both *alcamb*+ and *bmp16*+ SMns shared a more ventral location (Figure 6A). We next tested *alcamb+* and *foxb1b+* SMns for potential correspondence to the different subsets of SMns labeled with two transgenic lines, Tg(isl1: GFP) and Tg(gata2: GFP) (Appel et al., 1995; Meng et al., 1997; Higashijima et al., 2000). Labeling with in situ probes revealed that expression of *alcamb* overlapped with GFP+ SMns in the Tg(gata2: GFP) fish (Figure 6B), while *foxb1b* colocalized with those in Tg(isl1: GFP) (Figure 6C). Thus, *foxb1b*/*alcamb* expression distinguishes previously identified SMn subsets. The third cluster, corresponding to the *bmp*-expressing class of SMns, were fewer in number and the targets are not known. However, *bmp* signaling has been linked to specification of slow muscle, raising the possibility that this muscle type receives innervation by *bmp*+ Mns (Kuroda et al., 2013).

**Figure 6.**
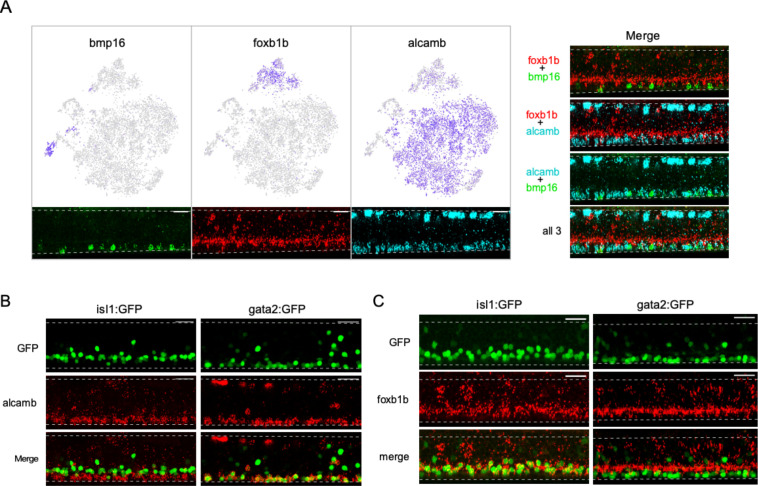
Diversity among secondary motoneurons (SMns). (**A**) Differential expression of *bmp16*, *foxb1b,* and *alcamb* associated with distinct SMn clusters. Feature plots in the Mn t-distributed stochastic neighbor embedding (t-SNE) projection (top) and representative in situ hybridization images (bottom) are shown for each marker gene. Merged images of different probe combinations (right) highlight the differences in expression pattern in the motor column. n = 10 fish. (**B**) Representative in situ hybridization images comparing *alcamb* expression in GFP-labeled SMn subpopulations in Tg(isl1:GFP) (left, n = 6 fish) and Tg(gata2:GFP) (right, n = 6 fish). Note that *alcamb* also expresses at high level in the RB neurons located along the dorsal edge of the spinal cord. (**C**) Representative in situ hybridization images comparing *foxb1b* expression in GFP-labeled SMn subpopulations in Tg(isl:GFP) (left, n = 14 fish) and Tg(gata2:GFP) (right, n = 12 fish). Scale bar 20 μm; White dashed line indicates the boundary of spinal cords; dorsal is up.

### Transcriptome comparisons for the PMn and SMn types

We performed differential expression analysis comparing PMn and SMn transcriptomes in order to identify candidate genes that might account for their functional distinctions previously established using electrophysiology. After applying thresholds to the Mn clusters, based on average levels of gene expression, p-value, and the proportion of cells expressing individual genes, we obtained a list of 508 candidates that showed at least a 30% difference in average expression levels between Mn types, 317 of which were higher in primaries. 

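PMn-like and SMn-like cells differed in 1214 of 7209 genes tested, 675 higher and 539 lower in PMns. Against bmp16 SMns alone 581 genes passed, and with no detection limit 3729. Besides chga, the largest increases included inaa, a neurofilament gene, and the axon guidance gene sema3e (170 ± 48.6 CPM against 1.56 ± 0.815, SD, n = 4 libraries; log2 fold change 6.19, standard error 0.283, adjusted p = 7.17e-09 from edgeR). The genes chrna2b, for a subunit of an acetylcholine receptor (4.66, adjusted p = 3.14e-08 from edgeR), and gabrg1, for one of a GABA receptor (4.55, adjusted p = 6.85e-09 from edgeR), were higher as well. The largest decreases included stmn1a, which encodes a regulator of microtubules (−3.83, standard error 0.305, adjusted p = 6.19e-07 from edgeR), hunk (−3.62), mycn (−3.36) and alcamb (−3.28). Members of lists are counted at an adjusted p under 0.05 alone. Of 20 genes of immature neurons, 12 were lower, among them tmsb (−2.51) and sox11a (−2.38), and 1 was higher (1 higher and 13 lower when adjusted over the list alone). All 6 genes of cholinergic transmission were higher, such as ache, which encodes the acetylcholine-degrading enzyme (2.74, adjusted p = 1.29e-08 from edgeR) and colq (2.12). Of 6 neurofilament genes, 4 were higher and 1 was lower. Of 13 neuropeptide genes, 5 were higher, with calca (2.47) after chga, and 3 lower (4 and 1 with the limits). Of 10 myelin genes, 6 were lower in PMns at that p, led by cldn19 (−1.58), and of 10 astrocyte genes, 7, led by glulb (−1.89), while 1 and 0 of them passed the limits on fold and detection as well. Of 27 gene lists tested with camera at a preset correlation of 0.01, 14 moved up and 4 down in PMns, and with an estimated correlation none passed. Of the 14, 4 hold genes that the study chose as higher in PMns on the same libraries, so their direction is not independent evidence. The lists of synaptic vesicle release and sodium channels, also among the 14, share members with them. Splits of the sums without regard to type called a median of 14 lists and up to 17. For the 1214 genes, the limits on fold change and detection were those of the paper, with edgeR's adjusted p under 0.05 over libraries.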

To guide our identification of genes that play potential roles in governing excitability and synaptic transmission differences between the two groups of Mns (Supplementary file 2), we used Gene Ontology (GO) enrichment analysis for the PMn-specific DEGs (The Gene Ontology Consortium, 2021; Ashburner et al., 2000). We focused on significantly enriched GO terms for DEGs that were associated with three broad categories of biological processes – synaptic function, ion channels/transporters and ion homeostasis, and ATP generation (Figure 7—figure supplement 1) – due to their roles in excitability and synaptic transmission. Of the 37 GO terms identified for the PMn DEGs, 24 fell into one of these three broad functionally relevant categories (Figure 7—figure supplement 1). 

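Genes of ATP generation were higher in PMn-like cells. Of 82 nuclear genes of oxidative phosphorylation, 73 were higher and 1 lower at an adjusted p under 0.05 from edgeR (75 and 1 when adjusted over the list alone), with a median log2 fold change of 0.997. ndufa4, of the respiratory chain, had a log2 fold change of 2.42 (standard error 0.194, adjusted p = 6.43e-07 from edgeR), cox7c one of 1.26 (adjusted p = 5.0e-06 from edgeR), and the ATP synthase gene atp5mc1 one of 1.26 (adjusted p = 6.79e-06 from edgeR). The camera test of this list gave adjusted p = 3.2e-17, and adjusted p = 0.173 with an estimated correlation, beside edgeR's calls. Of 13 genes encoded in the mitochondrion, 1 was higher, mt-atp8 (0.70, adjusted p = 0.0383 from edgeR). Of 19 genes of glycolysis, 15 were higher and none lower, among them pkma (1.72, adjusted p = 9.03e-07 from edgeR). Of 21 genes of sodium and calcium pumps and exchangers, 14 were higher and 5 lower (11 and 2 with the limits on fold and detection). The sodium-calcium exchanger gene slc8a2b had a log2 fold change of 3.67 (standard error 0.182, adjusted p = 1.29e-08 from edgeR) and the calcium pump gene atp2b4 one of 2.34 (adjusted p = 7.1e-08 from edgeR). Of 20 genes of the V-ATPase, which loads vesicles, 19 were higher, such as atp6v1e1b (1.92). Of 13 genes of calmodulin and calcium-binding proteins, 11 were higher and none lower. calm1b stood at 2858 ± 484 CPM in PMns and 305 ± 104 CPM in SMns (SD, n = 4 libraries; log2 fold change 3.28, standard error 0.15, adjusted p = 7.16e-09 from edgeR). Against bmp16 SMns alone, none of 80 oxidative phosphorylation genes was higher in PMns and 18 were lower.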

We next manually annotated the molecular function of DEGs by referencing evidence-based database ZFIN (Bradford et al., 2022) in order to identify specific functionally relevant genes differentially expressed between PMn and SMn. For the PMn type, DEGs encoding a large number synaptic proteins included those of the core exocytotic machinery such as isoforms of VAMP, SNAP25, and Syntaxin; regulators of exocytosis, including Synaptotagmins, NSF, Complexins, and RIM; synaptic vesicle proteins, and synaptic structural proteins such as Synuclein, Bassoon, and Piccolo (Figure 7A). Comparisons of expression levels indicate that no synaptic genes were specifically enriched in SMns, but 29 were enriched in PMns compared to SMns (Figure 7A). Additionally, five synaptic genes were shared at approximately equivalent levels between Mn types (Figure 7A). Similarly, eight different voltage-dependent ion channel subunits were preferentially expressed in the PMn, with the highest levels corresponding to the P/Q calcium channel, the β4 sodium channel subunit, and the Kv3.3 potassium channel. 

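Each of the 29 synaptic genes shown as PMn-enriched in Figure 7A was higher in PMn-like cells, with a median log2 fold change of 1.61. syt2b, a synaptotagmin gene for the calcium sensor of release, stood at 2143 ± 403 CPM in PMns and 283 ± 28.5 CPM in SMns (SD, n = 4 libraries; log2 fold change 2.91, standard error 0.141, adjusted p = 1.14e-08 from edgeR). sv2bb, of synaptic vesicles, had a log2 fold change of 3.30 (standard error 0.168, adjusted p = 1.55e-08 from edgeR), the vesicle SNARE genes vamp1b 2.94 (standard error 0.184, adjusted p = 8.85e-08 from edgeR) and vamp1a 2.203 (standard error 0.133, adjusted p = 7.1e-08 from edgeR). The smallest increase was in sv2a (0.53, adjusted p = 0.0142 from edgeR), and snap25a (1.18, adjusted p = 8.93e-06 from edgeR) and syt2a (1.07, adjusted p = 2.4e-05 from edgeR) lay between. The study chose these genes on the same libraries, so their count is not independent evidence. Over 59 genes of synaptic vesicle release listed by function, 42 were higher and 5 lower at an adjusted p under 0.05 (33 and 2 with the limits on fold and detection), with a median of 1.15. Most of the 29 genes are members of this list too, so its count is not independent evidence either. Against bmp16 SMns alone, 15 of the 29 were higher and 2 lower, cplx1 (−0.91) and sv2a (−0.57). In GRCz11, syt2b lies on chromosome 6 from 55101448 to 55208884, vamp1a (LL0000031789) on chromosome 19 from 9460431 to 9472935 and vamp1b (LL0000039296) on chromosome 16 from 9779407 to 9790115.

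**Figure D2:**
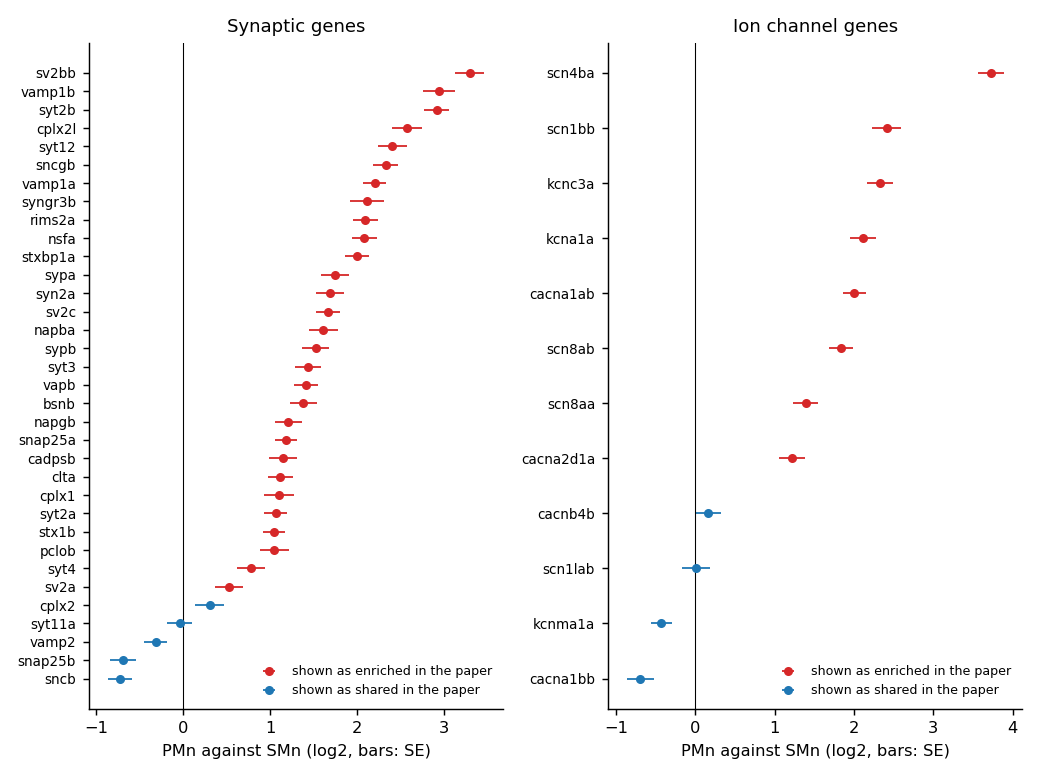
Log2 fold change of PMn-like over SMn-like cells for the synaptic and channel genes of Figure 7A and 7B, with standard errors, over 4 libraries. Red genes are shown in the article as PMn-enriched and blue as shared; sv2bb stands at 3.30 and sncb at −0.73.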

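Of the 5 synaptic genes shown as shared, 2 were lower in PMn-like cells. sncb, which encodes β-synuclein, stood at 424 ± 133 CPM in PMns and 690 ± 117 CPM in SMns (SD, n = 4 libraries; log2 fold change −0.73, adjusted p = 0.000759 from edgeR), and snap25b, for membrane fusion, at 217 and 351 CPM (−0.69, adjusted p = 0.00167 from edgeR). vamp2 (−0.31, adjusted p = 0.0628 from edgeR), cplx2 (0.31, adjusted p = 0.14 from edgeR) and syt11a (−0.04, adjusted p = 0.831 from edgeR) did not pass the test.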

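All 8 channel subunit genes shown as PMn-enriched in Figure 7B were higher in PMn-like cells, with a median log2 fold change of 2.06. scn4ba, which encodes the β4 sodium channel subunit, stood at 1011 ± 290 CPM in PMns and 77.3 ± 17.4 CPM in SMns (SD, n = 4 libraries), a log2 fold change of 3.72 (standard error 0.161, adjusted p = 6.16e-09 from edgeR). kcnc3a, for the Kv3.3 potassium channel, stood at 1643 ± 425 and 325 ± 49.2 CPM (2.33, standard error 0.164, adjusted p = 2.22e-07 from edgeR). cacna1ab, for the P/Q-type calcium channel, stood at 773 ± 222 and 190 ± 33.3 CPM (2.01, standard error 0.14, adjusted p = 2.16e-07 from edgeR). The sodium channel genes scn1bb (2.41), scn8ab (1.84) and scn8aa (1.39), the potassium channel gene kcna1a (2.12) and the calcium channel gene cacna2d1a (1.22) followed. Each of the 8 was higher in PMns in all 4 libraries. The study chose these 8 genes on the same libraries, so their direction is not independent evidence. The highest value of scn4ba, 1443 CPM in sorted replicate 2, lay apart from 821, 916 and 864 CPM in the other libraries.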

Four other ion channel types were shared by both SMns and PMns. As with the synaptic genes, no ion channel candidates were specifically enriched in the SMn type. 

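With the limits on fold and detection, 2 of 14 voltage-gated potassium channel genes were higher in PMn-like cells and none lower, against 5 and 4 at an adjusted p under 0.05 alone, such as kcnq2a (3.37, adjusted p = 3.75e-06 from edgeR). Of 9 sodium channel genes, 5 were higher and none lower, against 6 and 2 by that p alone. Of 19 calcium channel genes, 4 were higher, such as cacng8b (1.71), and 2 lower (6 and 3 by that p alone), such as cacna2d2a (−1.29, adjusted p = 3.97e-05 from edgeR). The genes shown as PMn-enriched in Figure 7B are members of these channel lists, so the counts of higher genes are not independent evidence. Of the 4 channel genes shown as shared, cacna1bb, of the N-type calcium channel, stood at 107 ± 9.09 CPM in PMns and 174 ± 49.6 CPM in SMns (SD, n = 4 libraries; log2 fold change −0.69, adjusted p = 0.00468 from edgeR). kcnma1a, for a calcium-activated potassium channel, stood at 405 and 541 CPM (−0.43, adjusted p = 0.0159 from edgeR). cacnb4b (0.16, adjusted p = 0.446 from edgeR) and scn1lab (0.00, adjusted p = 0.984 from edgeR) did not pass the test.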

The absence of unique ion channel and synaptic gene enrichment in SMns contrasted with the high levels of transcriptional factors and RNA binding proteins, neither of which are likely candidates for conferring functional distinctions between Mn types. Approximately two thirds of the 191 genes enriched in the SMns (118/191) were of these categories. 

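Of 83 ribosomal protein genes, 81 were lower in PMn-like cells and none was higher, with a median log2 fold change of −0.96. rplp1 had one of −1.50 (standard error 0.146, adjusted p = 3.4e-06 from edgeR). Of 18 transcription factor genes of Mns, 11 were lower in PMns and 6 higher. Lower ones included nr2f2, a nuclear receptor gene close to nr2f1a (−2.99, standard error 0.23, adjusted p = 4.79e-07 from edgeR), and the POU factor genes pou3f1 (−2.98, adjusted p = 7.52e-07 from edgeR) and pou2f2a (−3.10, adjusted p = 9.2e-07 from edgeR). sox4a, of immature neurons, stood at 332 ± 215 CPM in PMns and 2677 ± 556 CPM in SMns (SD, n = 4 libraries), mycn at 69.7 ± 39.1 and 708 ± 61.1 CPM. foxp4, a forkhead gene, was lower too (−3.14, standard error 0.22, adjusted p = 2.19e-07 from edgeR). Against bmp16 SMns alone, 985 of the 1214 genes called over all SMns kept their direction. Of the 424 also called there, 378 had the same direction and the others the opposite one.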

The low levels of candidate ion channels and synaptic genes in the SMns might be expected on the basis of greatly reduced levels of synaptic transmission reflected in quantal content and release probability compared to PMn (Wang and Brehm, 2017). These results were consistent even when sorted and unsorted data sources were examined independently (Figure 7—figure supplement 2).

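The DEGs were also tested within each source. Of the 1214 genes, 1213 had the same direction in the sorted libraries alone and 1214 in the unsorted alone. They were chosen over all 4 libraries, so these counts are not independent evidence. Called by themselves, 1117 of them passed in sorted and 1044 in unsorted libraries, and 969 in both. For chga, scn4ba, kcnc3a and cacna1ab the sign was the same in every library. Across these genes, which are not independent replicates, Pearson's r between the log2 fold changes was 0.929, and 0.8075 over 6656 genes. The difference between sources itself passed edgeR's test for 82 of 7209 genes, 66 with a larger log2 fold change in sorted cells and 16 with a smaller one, against 41 genes with DESeq2 and 30 after thinning to 1500 UMIs. nrn1a, which encodes a protein of neurite growth, was higher in PMns after sorting (3.28) and lower without it (−2.09), a difference of 5.42 (standard error 0.517, adjusted p = 2.31e-07 from edgeR). uts2d, a urotensin gene, had log2 fold changes of 3.49 and 0.48, a difference of 3.06 (standard error 0.313, adjusted p = 5.14e-07 from edgeR). Sources differed in sorting and in transgene together. In each source n is 2 libraries.

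**Figure D3:**
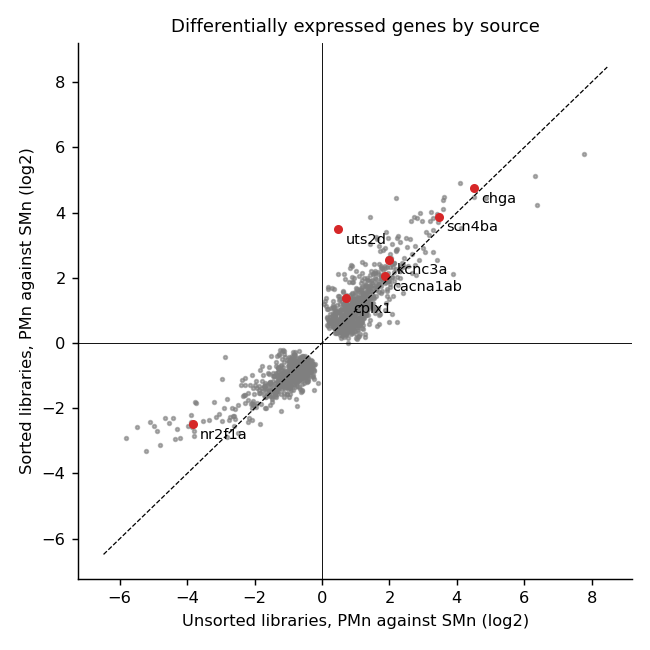
Log2 fold change of PMn-like over SMn-like cells in the unsorted libraries (x axis) and the sorted libraries (y axis) for the 1214 genes called over all 4 libraries. The dashed line marks equal values; Pearson's r across genes is 0.929.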

**Figure 7.**
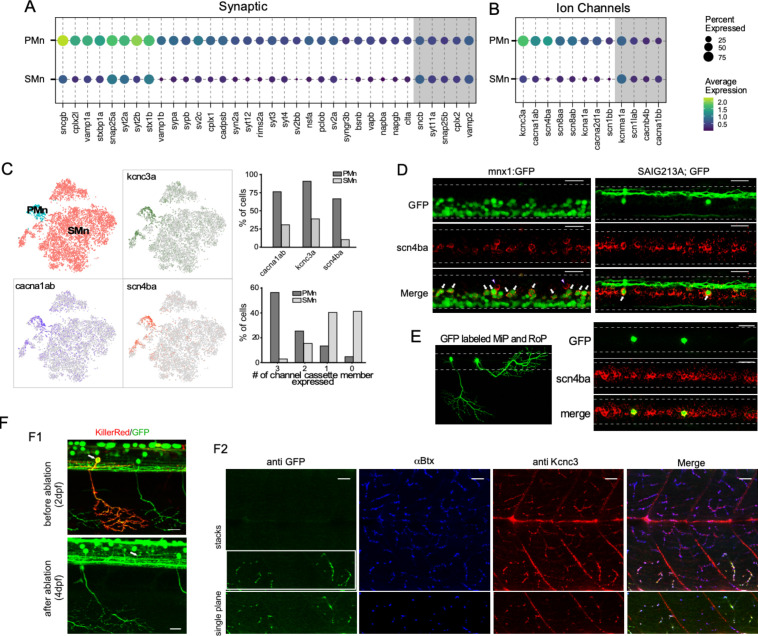
Transcriptome comparison between primary motoneurons (PMns) and secondary motoneurons (SMns). (**A**) Dot plot for synaptic genes differentially enriched in PMns compared to SMns. Both percentage of cells with expression and average expression levels are shown. Examples of synaptic genes that are expressed at comparable levels between the two Mn types are shaded in gray. (**B**) A similar comparison for differentially expressed ion channel genes as shown in (**A**). (**C**) Feature plots for three top differentially expressed ion channel genes, *cacna1ab*, *scn4ba,* and *kcna3a,* shown in the Mn t-distributed stochastic neighbor embedding (t-SNE) projection (left). The assignment of Mn type identity was duplicated from Figure 5G for reference (right graphs). The proportion of cells in each Mn type expressing individual cassette member (top) and cassette member combinations (bottom). (**D**) Representative in situ hybridization images with *scn4ba* probes in Tg(mnx1:GFP) (left) and Tg(SAIG213A;GFP) (right) transgenic fish. Each image shows approximately two segments of the spinal cord in the middle trunk of 4 days post fertilization (dpf) fish. Arrows indicate the PMns in Tg(mnx1:GFP) and CaP in Tg(SAIG213A;GFP) fish (n = 15–18 fish). Two commissural local (CoLo) interneurons labeled with *scn4ba* probes are also indicated (arrowhead). (**E**) Expression of *scn4ba* in the MiP and RoP PMns. The morphology of GFP-labeled MiP and RoP in an injected fish shown (left). In situ hybridization images with *scnba* probes in this fish showed colocalization with GFP labeling (right). n = 7–10 cells. Scale bar 20 μm; white dashed line indicates the boundary of spinal cord; dorsal is up. (**F**) Validation of *kcnc3a* enrichment in PMns by immunohistochemistry staining. (**F1**) KillerRed-mediated photoinactivation of CaP. Representative fluorescent images showing approximately two segments of a Tg(SAIG213A;EGFP) fish with a single CaP (arrow) expressing KillerRed, before photo illumination at 2 dpf (top), and ~40 hr after inactivation (bottom). Both the soma (the location indicated by an arrow) and periphery branches (see also **F2** leftmost panel) are absent after the ablation. (**F2**) Immunohistochemical staining of the same fish with a Kcnc3-specific antibody. GFP expression is revealed by anti-GFP antibody staining, and the location of synapses labeled by α-Btx. Top panels represent a maximal intensity projection of a stacked of z-plane images, while the bottom shows a single focal plane of the CaP target field (indicated by a white box). Scale bar 20 μm. n = 5 fish.

**Figure 7—figure supplement 1.**
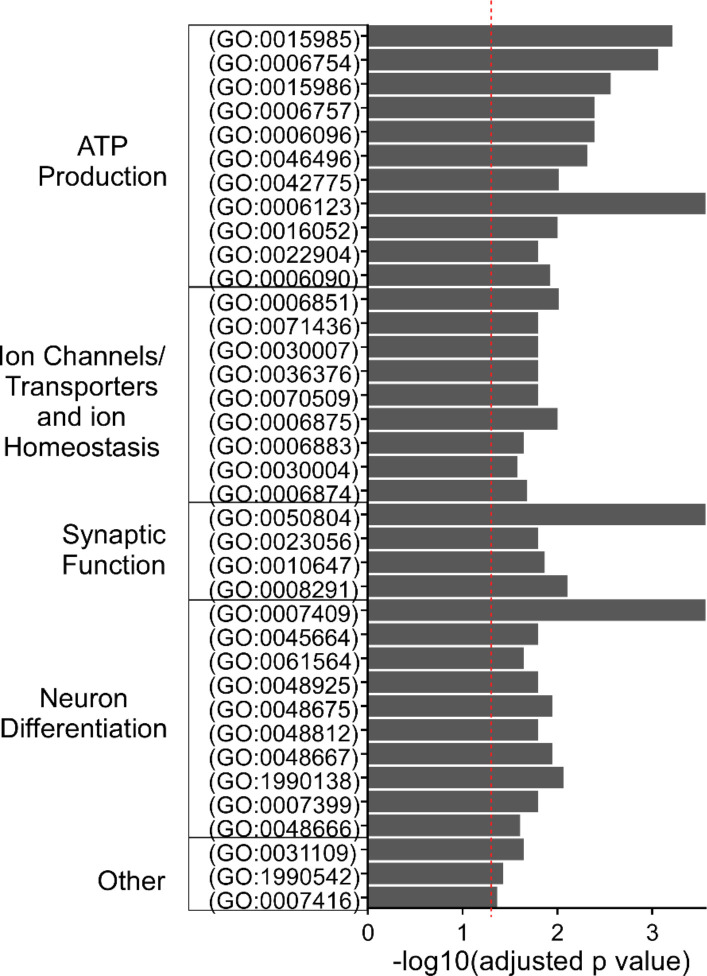
Gene Ontology (GO) analysis for primary motoneuron (PMn) differentially expressed genes (DEGs). GO terms with significant enrichment for PMn DEGs are shown (red dashed line indicates adjusted p-value of 0.05). GO terms are grouped into broad categories, ATP production (11/37), ion channel/transporters and ion homeostasis (9/37), synaptic function (4/37), neuron differentiation (10/37), and other miscellaneous terms (3/37).

**Figure 7—figure supplement 2.**
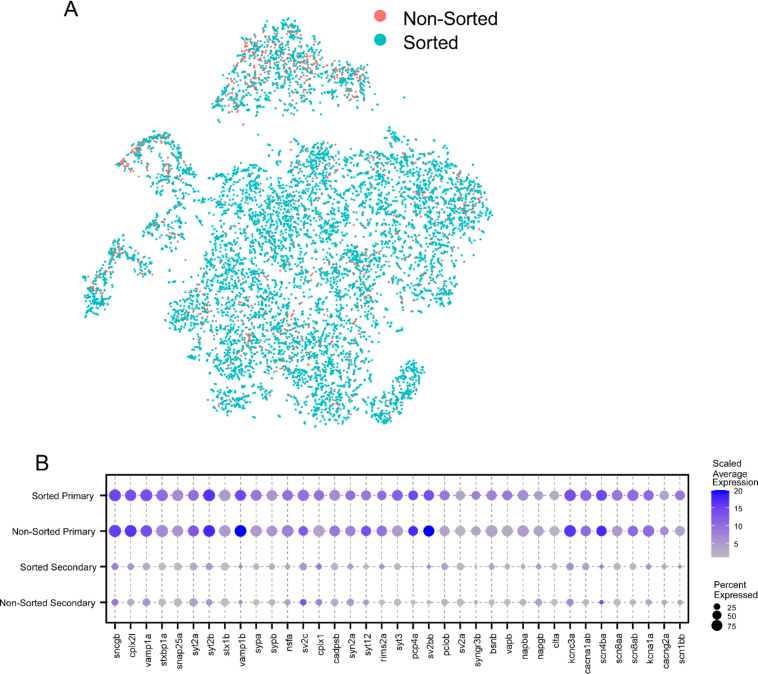
Combining motoneuron (Mn) datasets from two isolation methods. (**A**) t-distributed stochastic neighbor embedding (t-SNE) projection of the integrated Mn dataset (as shown in Figure 5C) with cells colored by whether they were sourced from the FACS-sorted dataset (sorted, in teal) or extracted from the full spinal dataset (non-sorted, in orange). (**B**) Dot plot comparing results of differential expression analysis between primary motoneurons (PMns) and secondary motoneurons (SMns), done separately for the sorted dataset or the non-sorted dataset. Average expression level was scaled to a range of 1–20.

Of particular interest among the genes specific to the PMn type were the trio of highest expressing voltage-dependent ion channel types that have been individually linked in previous studies to augmenting transmitter release and/or AP firing rate. Those channel types include a voltage-dependent P/Q-type calcium channel α subunit (*cacna1ab*), a Kv3.3 potassium channel α subunit (*kcnc3a*), and a sodium channel β4 subunit (*scn4ba*) (Figure 7B and C; Eggermann et al., 2011; Lewis and Raman, 2014; Zhang and Kaczmarek, 2016). 

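The identities of these genes in the deposited annotation of GRCz11 are as follows. cacna1ab (LL0000004735) lies on chromosome 11, kcnc3a (LL0000013109) on chromosome 3 from 31952600 to 32060725 and scn4ba (LL0000024301) on chromosome 15 from 12459402 to 12500938. A UMI of scn4ba was found in 73.3% of PMn-like and 10.4% of SMn-like cells, of kcnc3a in 94.2% and 40.7%, and of cacna1ab in 82.7% and 33.3%. In astrocytes and radial glia, of 4036 UMIs per cell, the shares were 3.86% for scn4ba, 13.7% for kcnc3a and 6.00% for cacna1ab. With every cell thinned to 1500 UMIs, scn4ba was found in 58.4% of PMn-like, 6.80% of SMn-like and 1.805% of glial cells, kcnc3a in 84.3%, 28.1% and 7.58%, and cacna1ab in 64.4%, 22.1% and 3.09%. The SMn shares lay above those of glia at the same depth for all 3 genes. The glia came from the unsorted libraries and most SMn-like cells from the sorted ones. The glial shares therefore do not measure the background of free RNA in sorted cells.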

The identification of the *cacna1ab* channel as a top DEG in PMns corroborated previous studies firmly establishing the P/Q-type as the presynaptic active zone calcium channel mediating Ca^2+^-dependent release specifically in the PMns (Wen et al., 2013; Wen et al., 2020). Enriched expression of the sodium channel β subunit *scn4ba* in PMns was validated by in situ hybridization (Figure 7D). *scn4ba* probes specifically labeled dorsally located Mns with large sizes in the Tg(mnx1:GFP) fish (Figure 7D). These represented the PMns, as shown by colabeling of individually labeled CaP, MiP, and RoP Mns (Figure 7D and E). The zebrafish *kcnc3a* has been shown to be expressed preferentially in PMn at embryonic ages (Issa et al., 2011). We tested its expression at 4 dpf fish using immunohistochemical staining. A *kcnc3* subtype-specific antibody efficiently labeled NMJ synaptic terminal marked by α-bungarotoxin (α-Btx, Figure 7F2). Since the PMn and SMn axons track along with each other and form synapses with the same postsynaptic receptor clusters (Wen et al., 2020), further resolution was needed to distinguish the PMn and SMn synaptic terminals. For this purpose, we ablated individual CaPs by transiently expressing the phototoxic KillerRed protein (Formella et al., 2018), followed by light inactivation at 2 dpf. By 4 dpf, the ablation of CaP was complete as indicated by the absence of its soma and processes (Figure 7F1). *Kcnc3* antibody staining showed a specific signal reduction in synapses located in the ventral-most musculature (Figure 7F2), the target field shared by the CaP and numerous other SMns. This result strongly supports the expression specificity of *kcnc3a* channel in the PMns.

These specific calcium, potassium, and sodium channel isoforms coexpress specifically among the four types of PMns. We term this collective unit of three different voltage-dependent ion channel types as a ‘channel cassette.’ 

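All 3 channel genes, cacna1ab, kcnc3a and scn4ba, were found in 251 of 382 PMn-like cells (65.7%, with an exact 95% interval of 60.7% to 70.5%; 65.8% ± 7.27 over libraries, SD, n = 4). In SMn-like cells the trio was found in 296 of 8829 (3.35%, 2.99% to 3.75%; 3.43% ± 0.2997). Thinned to 1500 UMIs per cell, the shares were 42.4% and 1.18%. In the unsorted libraries alone they were 62.1% (53.3% to 70.4%) and 3.64%, and in the sorted libraries 67.6% of PMn-like cells. Of astrocytes and radial glia, 0.293% held the trio (0.0677% when thinned). Were the 3 genes independent across cells, 57.1% of PMn-like and 1.41% of SMn-like cells would hold all of them. SMn groups differed: 1.22% of foxb1b SMns and 1.60% of alcamb SMns held the trio, and 24.8% of bmp16 SMns (167 of 673, 21.6% to 28.3%). Thinned, these were 0.405%, 0.549% and 8.77%. The median depth of bmp16 SMns was 3832 UMIs against 3754.5 in PMn-like cells. With at least 2 UMIs of each gene required, 47.9% of PMn-like and 0.985% of SMn-like cells held the trio.

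**Figure D4:**
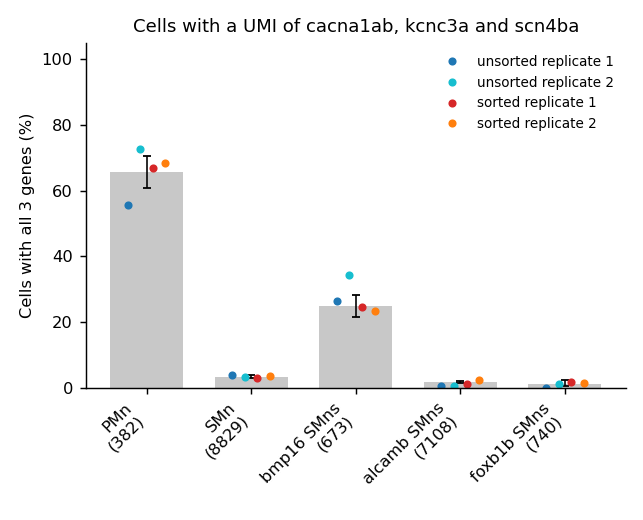
Share of Mn-like cells with at least 1 UMI of cacna1ab, kcnc3a and scn4ba together, in percent, by Mn group. Bars are all libraries pooled with exact 95% intervals and points are libraries; PMns stand at 65.7% and bmp16 SMns at 24.8%.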

Over 55% of the cells in PMn cluster express the cassette compared to <3% in the SMns over all (Figure 7C). Together with other synaptic DEGs revealed by the analysis, our results suggested a molecular logic for the functional specialization in PMn synapses, such as strong release and high-frequency firing, that are uniquely associated with escape behavior.

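The 3 channel genes differed less between PMn-like cells and bmp16 SMns than between PMn-like cells and the other SMn groups. Their median log2 fold change was 2.25 against foxb1b SMns, 2.92 against alcamb SMns and 1.25 against bmp16 SMns, with 3 of 3 higher in PMns each time by edgeR. Over 4553 genes, too, the log2 fold changes of PMns were smaller against bmp16 SMns (SD 0.7676) than against foxb1b (1.251) and alcamb SMns (1.27), so this is not particular to the channel genes. The 7 synaptic genes of Figure 8B, vamp1a, vamp1b, syt2a, syt2b, snap25a, stxbp1a and cplx2l, were all higher in PMns than in SMns (median 2.2). Of these, cplx2l had a log2 fold change of 2.57 and stxbp1a one of 2.00. The study chose the 7 genes as PMn DEGs on the same libraries, so their direction is not independent evidence. From the channel trio and the synaptic DEGs, the paper proposes a molecular logic for strong release and high-frequency firing at PMn synapses.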

### Gene ensembles for additional components of escape circuitry

Further insights into the potential contribution the ion channel cassette to fast synaptic function specialization came from examination of their differential expression pattern in other circuitry components involved in high-speed swimming and escape. Those cell types include the CoLo inhibitory and v2a excitatory interneurons, both of which provide direct synaptic connections to the PMn type. Both type I and type II v2a neurons participate in high swim speeds, but the type II is more effectively recruited over the range of higher speeds (Hale et al., 2001; Higashijima et al., 2004c; Kimura et al., 2006; Liao and Fetcho, 2008; McLean et al., 2008; Satou et al., 2009; Ampatzis et al., 2014; Menelaou and McLean, 2019; Satou et al., 2020). Additionally, electrophysiological studies have shown that type II v2a neurons fire faster and more reliably than type I v2a neurons (Menelaou and McLean, 2019). As seen in the PMn type, the coexpression of the ion channel cassette is high in both type II v2a and CoLo interneuron types compared to other interneuron types (Figure 8A). Some of those interneuron types expressed individual components of the cassette, most often *kcnc3a* or *cacna1ab* channel types, but not the full cassette. Indeed, the *scn4ba* sodium channel β subunit is the strongest delineator among the three for inclusion into the ion cassette classification (Figures 7C and 8A).

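Among interneurons, the 3 channel genes were found together in 29 of 48 type II-like v2a cells (60.4%, with an exact 95% interval of 45.3% to 74.2%; 58.1% and 64.7% by library) and in each of 20 CoLo-like cells (83.2% to 100.0%). Of type I-like v2a cells, 8.81% held the trio. Other types were RB-like (32.4%, at 11.9% and 62.1% by library), v0c-like (23.9%), v0v-like (21.6%) and dI1-like cells (13.1%, at 15.24% and 7.5% by library), and dI2-like (3.04%), v2b-like (5.06%) and v1-like cells (2.47%) held it in few. Under other cell limits or clusterings the share was 15.6% to 62.96% in RB-like cells and reached 35.85% in v0v-like, 18.6% in v2b-like and 11.42% in dI2-like cells. UMIs of all 3 were found in 0 of 153 KA′-like cells, which allows up to 1.96% of cells with such UMIs, and 0 of 165 KA″-like cells, which allows up to 1.82%. Median depths there were 3906 and 3501 UMIs, and cells that express the genes without a UMI are not limited. Thinned to 1500 UMIs, the shares were 75% in CoLo-like, 35.4% in type II-like, 12.7% in RB-like, 8.12% in v0c-like, 5.39% in v0v-like, 5.29% in type I-like and 3.45% in dI1-like cells. Of the oligodendrocyte lineage, 0.130% held the trio (1 of 772 cells, at 3436 UMIs). Median depths were 6086.5 UMIs in CoLo-like, 3940.5 in type II-like, 3046 in type I-like, 4347 in v0v-like and 2833 in RB-like cells. In the fit over 15 types, scn4ba was 3.67 higher in type II-like v2a neurons than in the mean of 9 other interneuron types on the log2 scale (standard error 0.215, adjusted p = 3.49e-22 from edgeR), kcnc3a 1.47 (adjusted p = 2.9e-07 from edgeR) and cacna1ab 0.95 (adjusted p = 0.00155 from edgeR). In PMn-like neurons these were 3.37, 1.16 and 1.38. CoLo-like cells were too few for this fit, with 2 cells in replicate 2. The paper describes the coexpression as high in type II v2a and CoLo interneurons compared with other interneuron types.

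**Figure D5:**
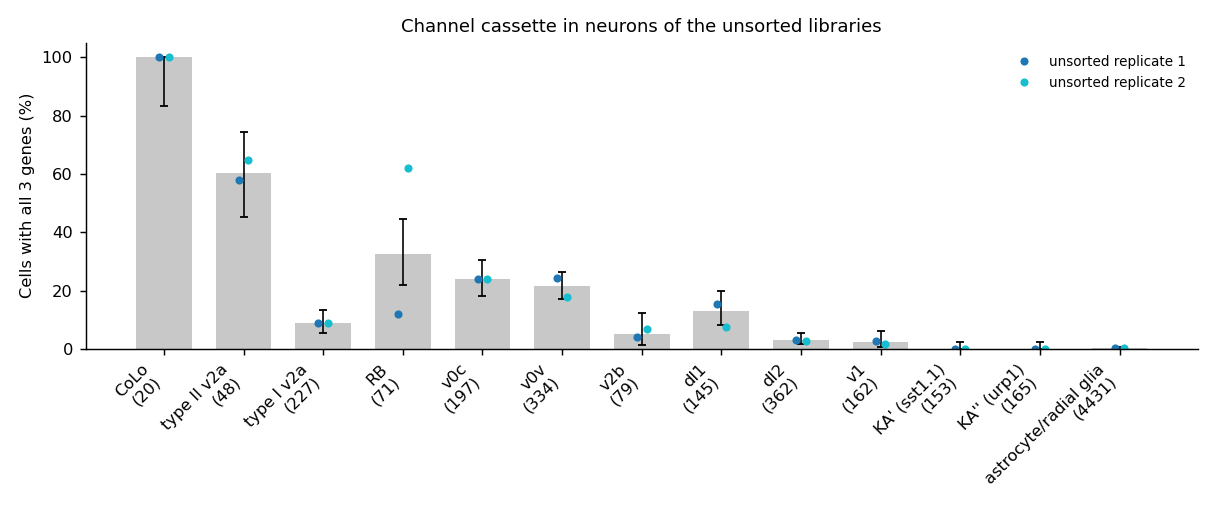
Share of cells with at least 1 UMI of cacna1ab, kcnc3a and scn4ba together, in percent, by neuronal type, with cell numbers in brackets. Bars are unsorted libraries pooled with exact 95% intervals and points are libraries; type II-like v2a cells stand at 60.4% and type I-like at 8.81%.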

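Outside these types, kcnc3a alone was found in 85.3% of v0c-like, 84.8% of v2b-like, 69.8% of v0v-like and 49.45% of dI2-like cells. cacna1ab was found in 75.1% of v0c-like, 70.9% of v2b-like, 62.9% of v0v-like and 35.9% of dI2-like cells. scn4ba was found in fewer of each: 30.5%, 10.1%, 36.5% and 6.63%. Thinned to 1500 UMIs, v2b-like cells held kcnc3a in 74.7%, cacna1ab in 50.6%, against 7.58% and 3.09% of astrocytes and radial glia.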

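scn4ba separated the types more than the other channel genes did. It was found in 100.0% of CoLo-like and 75% of type II-like v2a cells, 69.0% of RB-like and 15.0% of type I-like v2a cells. Thinned to 1500 UMIs, these shares were 85.0%, 64.6%, 57.75% and 10.1%. kcnc3a was found in 97.9% of type II-like and 65.6% of type I-like cells, and cacna1ab in 68.8% and 49.3%. Between type II-like and type I-like neurons, scn4ba stood at 963 and 1344 CPM against 70.0 and 141 CPM (log2 fold change 3.53, standard error 0.322, adjusted p = 2.49e-13 from edgeR). kcnc3a had a log2 fold change of 1.49 (standard error 0.311, adjusted p = 0.000443 from edgeR) and cacna1ab one of 0.76 (adjusted p = 0.0837 from edgeR), and 3 of 3 passed when adjusted over the list alone. The study chose these genes on the same libraries.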

**Figure 8.**
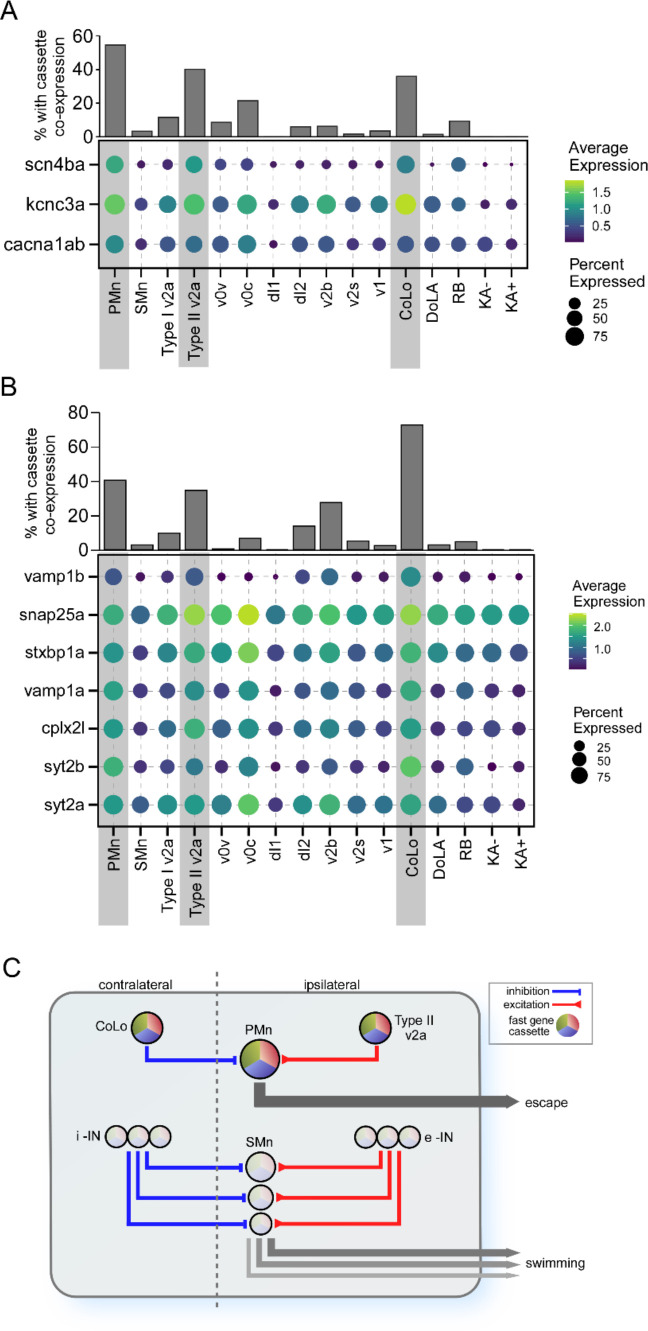
Differential expression of gene cassettes in larval zebrafish escape circuit. (**A**) The ion channel cassette. (Lower) Dot plot showing the averaged expression level (color scale) and percentage of cell expressed (dot area) of *scn4ba*, *kcnc3a,* and *cacna1ab* channel genes in different neuronal types. The three neuronal types located at the escape circuit output pathway are highlighted (gray shade). (Upper) Bar graph showing the percentages of cells in each neuronal type coexpressing all three channel genes. (**B**) The cassette of synaptic genes. Seven top primary motoneuron (PMn) differentially expressed genes (DEGs) encoding proteins involved in synaptic transmission are shown for all neuronal types. (**C**) Proposed circuitry for separate control over escape and swimming in larval zebrafish. The schematic model is based on published studies and incorporates the role of the DEG cassettes in conferring behavioral and functional distinctions that are manifest both centrally and at the NMJ. The circuitry and cassette expression in the PMn that control escape are illustrated at the top, and the SMn circuitry that controls swim speed is illustrated at the bottom. Swim speed is dependent on Mn size as published, which is determined at the levels of both spinal circuitry and neuromuscular synaptic strength. According to this simplified model, the gradient of synaptic strength and speed at the NMJ is set by the levels of cassette expression among Mns. i-IN, inhibitory interneurons; e-IN, excitatory interneurons.

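The synaptic genes vamp1a, vamp1b, syt2a, syt2b, snap25a, stxbp1a and cplx2l encode SNARE proteins, calcium sensors and regulators of vesicle fusion. Type II-like v2a cells held all 7 in 35 of 48 (72.9%, with an exact 95% interval of 58.2% to 84.7%; 83.9% and 52.9% by library). CoLo-like cells held them in 8 of 20 (40.0%, 19.1% to 64.0%), with none of the 2 cells of replicate 2. PMn-like cells held them in 194 of 382 (50.8%, 45.6% to 55.9%; 51.5% ± 6.42 over libraries, SD, n = 4) and SMn-like cells in 1.90%. Thinned to 1500 UMIs, the shares were 31.25% in type II-like, 5.00% in CoLo-like, 17.3% in PMn-like and 0.283% in SMn-like cells. Of other types, v2b-like cells held them in 32.9%, dI1-like in 18.6%, RB-like in 15.5% (4.76% and 31.0% by library), type I-like v2a in 11.0%, v0v-like in 10.2%, dI2-like in 8.01% (9.64% and 4.43% by library) and v0c-like in 8.12%. Under other cell limits or clusterings the share was 4.297% to 30.73% in v0v-like, 9.22% to 29.63% in RB-like and 20.43% to 43.48% in v2b-like cells. It reached 21.92% in dI2-like and 21.91% in v0c-like cells. UMIs of all 7 were found in 0 of 162 v1-like cells, at a median of 2283 UMIs, which allows up to 1.85% of cells with such UMIs and does not limit expression. They were found in 0.293% of astrocytes and radial glia. Against the same 9 interneuron types, 6 of these 7 were higher in type II-like neurons, led by vamp1b (log2 fold change 2.38, adjusted p = 3.36e-11 from edgeR) and syt2b (2.28, adjusted p = 3.8e-18 from edgeR). syt2a did not pass over all genes (0.47, adjusted p = 0.0526 from edgeR) and passed over the 10 channel and synaptic genes alone (adjusted p = 0.00723 from edgeR), and DESeq2 called all 10. In PMn-like neurons syt2b (2.65, adjusted p = 2.79e-25 from edgeR), vamp1a (2.04), vamp1b (1.77) and cplx2l (1.18) were higher than in those interneurons, and syt2a (0.24, adjusted p = 0.305 from edgeR), snap25a (−0.14, adjusted p = 0.592 from edgeR) and stxbp1a (0.19, adjusted p = 0.412 from edgeR) did not pass, over all genes or over the 10.

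**Figure D6:**
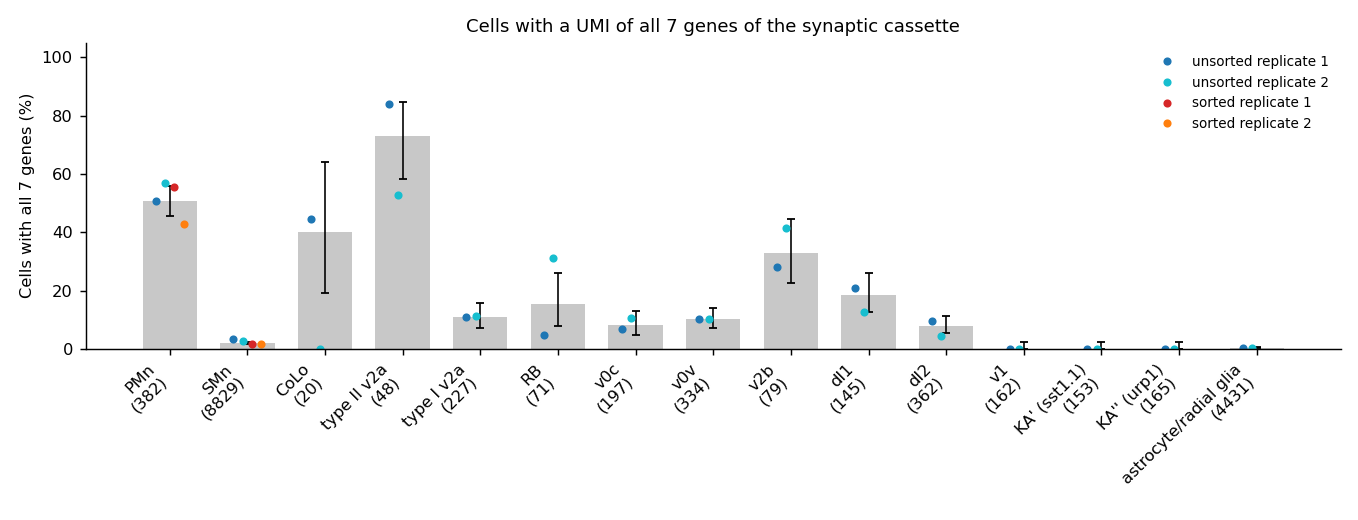
Share of cells with at least 1 UMI of each of the 7 synaptic genes, in percent, by neuronal type and Mn group. Bars are libraries pooled with exact 95% intervals and points are libraries; type II-like v2a cells stand at 72.9% and CoLo-like cells at 40.0%, with 2 CoLo-like cells in replicate 2.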

Top DEGs identified for the PMns that encode synaptic proteins also showed higher levels of expression in type II v2a and CoLo interneurons compared to other cell types, including *vamp1a, vamp1b, syt2a, syt2b, snap25a, stxbp1a,* and *cplx2l*, all central players in transmitter release (Figure 8B). This further strengthens the proposition that a synaptic cassette works collectively with the ion channel cassette to create a strong neuronal circuitry controlling the escape behavior and fast swimming behavior. These results are incorporated into a simplified model that potentially accounts for the differential circuitry that distinguish regulation of slow swimming from the power circuits (Figure 8C).

## Discussion

Interest in the spinal circuitry controlling muscle movements among vertebrates remains high, especially from the standpoint of understanding inheritable human myasthenic disorders (Walogorsky et al., 2012b; Wen et al., 2016a; Ono et al., 2002; Wang et al., 2008; Downes and Granato, 2004). As a model for investigation into spinal circuits, zebrafish offers great simplicity when linking spinal circuitry to a specific behavior. Moreover, morphological, physiological, and transgenic labeling techniques have revealed a large repertoire of spinal neuronal types involved in locomotion in zebrafish, many of them sharing homologies with those in mouse (Grillner, 2003; Goulding, 2009; Grillner and Jessell, 2009). In both mouse and larval zebrafish, the understanding of motility circuitry centers on the study of Mns, which are the final pathway to movement. Unlike the numerous Mn subtypes in mammals, which are grouped according to different anatomical positions and muscle targets (Stifani, 2014), there are two main classes in zebrafish that share the same fast muscle cells as well as the individual neuromuscular synapses (Eisen et al., 1986; Myers et al., 1986; Menelaou and McLean, 2012; Bello-Rojas et al., 2019; Wen et al., 2020). To aid in the assignment of neuronal types to specific circuits, we performed scRNAseq analysis on larval zebrafish spinal cord. Our study revealed new markers for key components of the spinal circuitry that likely contribute to regulation of different behavioral responses, along with identification of a new interneuron type.

Studies on Mn control of movement in zebrafish have focused on two idiosyncratic swimming behaviors; the single powerful tail bend initiating escape and the subsequent, generally less powerful, rhythmic swimming (Budick and O’Malley, 2000; Thorsen et al., 2004). The spinal circuits mediating these two behaviors have been the subject of many studies, which conclude that the SMns do not play important roles in behavioral escape but instead regulate swimming over a broad range of speeds. Consistent with this role, they cover a lower range of AP firing and release much less transmitter per AP compared to the PMn type (McLean et al., 2007; Wang and Brehm, 2017; Wen et al., 2020). Thus, PMns regulate the highest speed swimming and escape behavior. Indeed, the functional distinctions were our impetus to identify individual transcriptomes for the separate Mn types. Using a newly identified marker, *chaga*, we identified a single small cell cluster corresponding to the four PMns located within each hemi-segment. The SMns, by contrast, corresponded to three different clusters based on the markers *foxb1b, alcamb,* and *bmp16*. These three transcripts were used to localize SMn subtype populations within the spinal cord. The SMn somas containing *foxb1b* transcripts formed the most dorsal group, which are positioned above the *alcamb*-labeled group in the motor column. The smallest cluster, labeled by *bmp16*, overlapped with the *alcamb* label. The relative position of these SMn clusters is consistent with studies showing a correspondence between the dorsal-ventral position within the spinal cord and control of rhythmic swim speed by the SMns. Sequential recruitment of more dorsally located SMns leads to the generation of increased power and faster swim speed (McLean et al., 2007; Gabriel et al., 2011; Wang and Brehm, 2017). This gradient of power is determined through both firing pattern and by amount of transmitter release at the NMJ (Wang and Brehm, 2017). Thus, it is plausible that the transcriptomic distinctions among SMns reflect their differential roles in swim speed determination and their functional distinctions in synaptic strength (Wang and Brehm, 2017; Wen et al., 2020).

Previous electrophysiological studies indicate that PMns fire APs at a high frequency and that transmitter release occurs with a short synaptic delay, high quantal content, and a high release probability (Wen et al., 2016b). By contrast, SMn synapses are much weaker and variable in firing properties, in keeping with the distinct behavioral roles of PMns and SMns (Wang and Brehm, 2017; Wen et al., 2020). Consistent with these distinctions, analysis of the transcriptomes for the two Mn types revealed large-scale differences. The PMns expressed high levels of transcripts encoding ion channels and exocytotic machinery, all of which are generally not detected in SMns. Overall, the transcriptomic profile comparisons are consistent with the electrophysiological findings of greatly enhanced neuromuscular transmission for the PMns. In particular, the PMns had very high expression of an ion channel cassette formed by three different voltage-dependent ion channel types, each of which had been linked previously to either high release probability of transmitter or very high AP frequency. The cassette transcript with the most restrictive expression pattern encoded the β4 subunit of the voltage-dependent sodium channel NaV1.6. This subunit confers high-frequency firing through a fast reversible block of the NaV1.6 channel pore. The blocking kinetics are sufficiently fast to enable the neuron to fire APs at frequencies exceeding the refractory period (Raman and Bean, 1997; Grieco et al., 2005; Lewis and Raman, 2014; Ransdell et al., 2017). A second highly enriched voltage-dependent channel in PMns is the Kv3.3 potassium channel. This ion channel type has been associated with high AP firing frequency, as well as with augmented transmitter release in mammalian neurons (Zhang and Kaczmarek, 2016; Richardson et al., 2022), both due to fast activation kinetics that result in fast repolarization of the AP. The zebrafish *kcnc3a* gene, encoding the Kv3.3 channel, gives rise to a transient potassium current that has both fast activation and inactivation, making it well suited for its proposed role in shortening AP waveform and allowing high-frequency firing (Mock et al., 2010). The third cassette member, *cacna1ab*, encoding a P/Q- type calcium channel, was a top DEG in the PMn, in agreement with our previously published finding that the SMn expresses a different calcium channel isoform, most likely N-type based on sensitivity to specific conotoxin isoforms (Wen et al., 2020). Mutations in the *cacna1ab* gene completely abolished AP-evoked release in PMns but left synaptic transmission in SMns intact (Wen et al., 2020). As a result, mutant fish are unable to mount a fast escape response, but are still capable of normal fictive swimming (Wen et al., 2020). The P/Q-type calcium channel has been associated widely with synapses with high release probability (Iwasaki and Takahashi, 1998; Wu et al., 1999; Stephens et al., 2001; Fedchyshyn and Wang, 2005; Bucurenciu et al., 2010; Eggermann et al., 2011; Young and Veeraraghavan, 2021), a feature due in part to a higher open probability during APs compared to the N-type counterparts (Li et al., 2007; Naranjo et al., 2015), thereby promoting calcium entry. We hypothesize that the collective actions of this ion channel cassette, with their unique biophysical properties, serve to mediate the escape response and the highest swim speed through ultrafast repetitive firing and maximal release of neurotransmitter. This trio of voltage-dependent ion channels is also coexpressed in mammalian neuronal types that are involved in fast signaling, suggesting a conserved role for the cassette in fast behaviors. Examples include the auditory neuron calyx of Held (Iwasaki and Takahashi, 1998; Midorikawa et al., 2014; Richardson et al., 2022; Kim et al., 2010) and the pyramidal neurons of the brain (Grieco et al., 2005; Akemann and Knöpfel, 2006; Hillman et al., 1991).

A second cassette comprised of a set of genes involved in synaptic function was also revealed by comparing the transcriptomes between the PMns and SMns. The cassette components enriched in PMns were genes encoding isoforms of VAMP, Syntaxin, Synaptotagmin, SNAP25, and Complexin, all components associated with exocytosis and transmitter release. Unlike the ion channel cassette described above, which is strongly linked to synapses with high release probability and/or high firing rate, the actions by which these synaptic genes could differentially support strong and fast synaptic properties remain speculative. It has been suggested, however, at both fly NMJ and mammalian CNS, which the differential synaptic strength among synapses correlates with abundance of proteins involved in transmitter release (Holderith et al., 2012; Peled et al., 2014; Akbergenova et al., 2018).

Further support for the idea that ion channel and synaptic cassettes both play direct roles in the formation of specialized circuitry surrounding the PMn was provided by transcriptomic analysis of interneuron types known to interact specifically with the PMn and to be recruited during high-speed swimming. Those include the type II v2a excitatory interneuron and CoLo inhibitory interneuron forming the output pathway for the escape response (Bhatt et al., 2007; Liao and Fetcho, 2008; Satou et al., 2009; Menelaou and McLean, 2012; Menelaou and McLean, 2019). As with the PMn, both interneuron types coexpress the triple ion channel cassette members at high levels compared to those interneurons that participate less during recruitment during high-speed swimming. As shown for distinction among Mn types, the sodium channel β4 appears to be the most restrictive among the three ion channel types in conferring fast firing to the interneurons as well. Unlike the case for the PMn, the AP firing and transmitter release properties of these neuronal types are less well established. However, it is clear that the type II v2a, in particular, can fire at high frequencies over 600 Hz (Menelaou and McLean, 2019). The highly specific enrichment of these two gene cassettes, in neurons involved in escape behavior, suggests that they serve as an integral part of the molecular signature underlying functional specialization. It remains to be seen whether the gene cassettes we identified for zebrafish escape circuit represent a general transcriptional architecture plan to build synapses with great strength and speed in the CNS of higher vertebrates.

Finally, our scRNAseq analyses provides a resource for future identification of gene functions that are causal or associated with human disorders involving Mn dysfunction. In the context of myasthenic disorders in particular, zebrafish has provided a large number of animal models corresponding to human syndromes, including slow channel syndrome, episodic apnea, and rapsyn deficiency (Ono et al., 2002; Wang et al., 2008; Walogorsky et al., 2012a; Walogorsky et al., 2012b; Wen et al., 2016a). Both myasthenic syndromes and amyotrophic lateral sclerosis (ALS) involve dysfunction at the level of the motor circuits (Ferraiuolo et al., 2011). In the case of ALS, it is well known that fast motor neurons are selectively targeted for degeneration (Hadzipasic et al., 2014; Nijssen et al., 2017). Our analysis comparing transcriptional profiles between fast versus slow motor circuit components offers a new means for probing the transcriptional consequences of neuromuscular disease states.

## Materials and methods

### Fish lines and husbandry

The transgenic line Tg(mnx1:GFP) was provided by Dr. David McLean (Northwestern University). Tg(vsx2:Kaede) was provided by Dr. Joseph Fetcho (Cornell University). Tg(SAIG213A;EGFP), Tg(islet1:GFP) and Tg(gata2:GFP) were maintained in the in-house facility. Zebrafish husbandry and procedures were carried out according to the standards approved by the Institutional Animal Care and Use Committee at Oregon Health & Science University (OHSU) (IP00000344). Experiments were performed using larva at 4 dpf. Sex of the larva cannot be determined at this age.

### Sparse labeling of spinal neurons

In most cases, we used the Gal4-UAS system to achieve mosaic expression by co-injection of two plasmids into single-cell embryos: one containing Gal4 driven by cell type-specific promoters and the other containing fluorescent reporter genes under the control of UAS element. The mnx1 or vAChT promoter drove the expression in Mns (mnx1:Gal4 plasmid provided by Dr. McLean, Northwestern University, and vAChT:Gal4 provided by Dr. Joe Fetcho, Cornell University). drmt3a promoter (drmt3a:Gal4 provided by Dr. Shinichi Higashijima, National Institute of Natural Sciences, Japan) was used for expression in glycinergic inhibitory interneurons. mCherry driven by HuC promoter was used to label spinal neurons, including the DoLA interneurons. Injected fish were screened on 3 dpf for sparse fluorescent neurons that could provide detailed morphology.

### KillerRed-mediated CaP ablation

We transiently expressed the phototoxic KillerRed protein in Tg(SAIG213A:EGFP) fish by injecting a plasmid expressing KillerRed driven by UAS promoter (Addgene plasmid #115516; a gift from Marco Morsch). Fish with KillerRed expression in CaP were identified. Individual CaPs were ablated by light inactivation at 2 dpf by illuminating for 10 min with a 560 nm laser set at high power. This completely bleached KillerRed fluorescence and induced visible blebbing in CaP terminals. Fish were grown to 4 dpf, and the ablation was confirmed by the absence of GFP-labeled soma and neurites.

### Whole-mount immunocytochemistry

Whole-mount immunohistochemistry was performed as described previously (Wen et al., 2020). Also, 4 dpf larvae were fixed in 4% paraformaldehyde at 4°C for 4 hr. Zebrafish Kcnc3a channel was labeled using a polyclonal antibody originally generated against the human Kcnc3 protein (Thermo Fisher Scientific PA5-53714) at a concentration of 2.5 μg/ml. Polyclonal anti-GFP (Abcam ab13970) was used at 1 μg/ml. Alexa Fluor-conjugated secondary antibodies (Thermo Fisher Scientific) were used at 1 μg/ml. To mark the location of synapses, 1 μg/ml CF405s-conjugated α-Btx (Biotium) was included in the secondary antibody incubation to label postsynaptic acetylcholine receptors.

### Whole-mount in situ RNA hybridization

Fluorescence in situ RNA hybridization (FISH) was performed on whole-mount 4 dpf larva using the multiplexed hybridization chain reaction RNA–FISH bundle (HCR RNA-FISH) according to the manufacturer’s instructions (Molecular Instruments; Choi et al., 2016). Probe sets for zebrafish *alcamb, nr2f1a, chga, scn4ba, foxb1b, bmp16, gjd2b,* and *pnoca* were custom-designed based on sequences (Molecular Instruments) and used at 4 nM each. Fluorescent HCR hairpin amplifiers were used at 60 nM each to detect the probes. GFP and mCherry fluorescence in the transgenic lines and transient labeled neurons survived the FISH protocol with signal loss mostly limited to the periphery. Residual fluorescence was sufficient to mark the location of soma in the spinal cord without the need for additional amplification.

### Fluorescence imaging

After staining, fixed larval were mounted in 1.5% low melting agarose and imaged on a Zeiss 710 laser-scanning microscope equipped with an LD C-Apochromat ×40/1.2 n.a. objective. Z-stacks of confocal images were acquired using Zen (Carl Zeiss) imaging software and presented as either maximal intensity projection or single focal planes as indicated in the figures (ImageJ, National Institutes of Health).

### Single-cell suspension from spinal cord for scRNAseq

Single-cell suspensions were prepared from Tg(SAIG213A;EGFP) fish for the two full spinal cord datasets and from Tg(mnx1:GFP) for the two FACS-sorted Mn enrichment datasets.

About 150 4 dpf larva were euthanized in 0.02% tricaine and individually decapitated behind the hindbrain. They were incubated with 20 mg/ml collagenase (Life Sciences) in a buffer containing 134 mM NaCl, 2.9 mM KCl, 1.2 mM MgCl_2_, 2.1 mM CaCl_2_, and 10 mM Na-HEPES (pH 7.8) at 28°C for 2 hr, with intermittent trituration using a p200 pipette aid at 0, 0.5 hr, and 1 hr of the incubation. To release spinal cords from remaining tissue, the final triturations were done using fire-polished Pasteur pipettes with decreased opening sizes (300, 200, and 100 μm, respectively). Intact spinal cords were transferred to L15 media and washed three times with fresh media. The spinal cords were incubated with 0.25% trypsin solution (in 1× PBS containing 1 mM EDTA) at 28°C for 25 min. The digestion was terminated by adding 500 μl stop solution (L15 with 1% fetal bovine serum). The tissue was collected by spinning at 400 × *g* for 3 min at 4°C, washed once with L15, and resuspended in 200 μl of L15 media. Spinal cord cells were dissociated by triturating the digested tissue with fire-polished Pasteur pipettes with 80–100 μm opening. The solution was filtered through a 35 μm strainer into a siliconized collection tube. The suspension was examined on a microscope for cell count, Trypan blue staining-based viability test, and proportion of dispersed single cells. Samples with a viability above 70% were used for sequencing.

### FACS sorting

Single-cell suspension prepared from Tg(mnx1:GFP) fish were FAC-sorted for EGFP+ cells using a 100 μm nozzle on a BD inFlux cell sorter (Flow Cytometry Shared Resource, OHSU). Cells were collected in 100 μl PBS containing 0.2% bovine serum albumin in a siliconized tube.

### Single-cell capture, cDNA synthesis, and library preparation and sequencing

Single-cell capture, cDNA synthesis, and library preparation were performed by the Massive Parallel Sequencing Shared Resource at OHSU using the 10X Genomics Chromium v3.0 reagent kit. Single-cell suspension for the two full spinal cord replicates targeted 10,000–15,000 cells. For the two FACS-sorted samples, 4000–5000 cells were targeted. Replicate samples were prepared from different clutches of animals. Libraries were sequenced on an Illumina NovaSeq 500 instrument to an average read depth of ~40,000 per cell.

### Reference genome generation and alignment

Cellranger v6.1.1 (10X Genomics) was used for the reference genome generation and alignment. Our reference genome was generated by modifying a preexisting reference genome, Lawson v4.3.2 (Lawson et al., 2020), which we edited to add an EGFP sequence as an artificial chromosome and to correct a selection of gene names and 3′ untranslated region (UTR) annotations. A full account of all changes made to the Lawson reference genome can be found in Supplementary file 3, with a representative example shown (Figure 1—figure supplement 1). Alignment to this reference genome was performed using Cellrangers count function with expect-cells set to the targeted number of cells for each replicate.

### Preprocessing, normalization, clustering analysis, and visualization

Count matrices were processed using the Seurat v4.0 package for R (https://www.satijalab.org/seurat/; Hao et al., 2021). Genes with expression in less than three cells were excluded from further analysis. Initial quality control was performed on each sample independently. Cells were kept for further analysis if they had a number of unique genes between 400 and 4000, UMI counts between 1500 and 9000, and <5% mitochondrial gene content. No further doublet removal methods were applied. Data was normalized using the Seurat Sctransform v2 package in R, generally following the procedure outlined in the Introduction to SCTransform v2 regularization vignette (Hafemeister and Satija, 2019; Choudhary and Satija, 2022). Principal components were calculated, followed by nearest-neighbor graph calculation using ANNoy implemented through Seurat. Clustering used the Leiden community detection method implemented with the FindClusters function and the Leidenalg Python package (Traag et al., 2019). To visualize clustered datasets, we used t-distributed stochastic neighbor embedding (t-SNE) (Maaten and Hinton, 2008) or Uniform Manifold Approximation Projection (UMAP) (McInnes et al., 2018) implemented through Seurat.

### Dataset integration

Datasets were combined using Seurat’s integration pipeline (Stuart et al., 2019), considering 9000 variable genes. To examine the correspondence between duplicates, exploratory clustering was done in the combined datasets (Figure 1—figure supplement 2A and B). Intermixing of data points from different samples was inspected both visually and by plotting the distribution against one another (Figure 1—figure supplement 2A and B). For the two full spinal duplicates, one cluster of cells exhibited a strong bias towards a single replicate, with over 90% of the cells sourcing from a single replicate (Figure 1—figure supplement 2A). These cells were not included in the combined dataset for downstream analysis to control for technical and biological variability. The FACS-sorted duplicates had no obvious outliners (Figure 1—figure supplement 2B).

The combined motor neuron dataset was generated by integrating Mns extracted from the full spinal dataset and the FACS-sorted dataset, based on expression of canonical Mn markers (Figure 5A and B). While the relative populations of SMns did vary between the two sample sources, there was no Mn subtypes that could not be identified independently in both methods of Mn isolation (Figure 7—figure supplement 2). Differential expression analysis performed independently with either Mn source yielded highly reproducible sets of the DEGs (Figure 7—figure supplement 2), further validating the results from the combined dataset.

### Annotation of cell clusters

Specific cell types in the neuronal subset of the spinal data were annotated on the basis of significantly differentially expressed genes. Exploratory clustering analysis was first conducted to filter out cells not of spinal cord origin. One small cluster in the whole spine dataset (0.6% of cells) expresses *tph2/ucn3l/slc18a2* at high level compared to all the rest of the clusters (Figure 1—figure supplement 3), marker genes for serotonergic raphe nucleus in the hindbrain (Oikonomou et al., 2019; Bradford et al., 2022). They reflected a trace amount of hind brain tissue during spinal cord dissection, and were removed from the analysis. Contaminating muscle cells were also removed based on expression of *my1pfa/tnnt3b/actc1b* myosin/troponin/actin genes (Figure 1—figure supplement 3). Overall, these contaminants accounted for ~2.1% of the total cell population isolated from the spinal cord. 

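Muscle-like cells numbered 132, or 0.957% of the 13788 kept unsorted cells, and were led by myhz1.1, pvalb1 and actc1b, genes of the contractile apparatus. Replicate 1 gave 99.2% of them (1.44% of its cells against 0.0213% in replicate 2). Raphe-like cells, with tph2 for serotonin synthesis, ucn3l and slc18a2, numbered 76 (0.551%). Both together made up 208 cells (1.51%, with an exact 95% interval of 1.31% to 1.73%), at 2.09% in replicate 1 and 0.384% in replicate 2 (SD 1.205, n = 2). With the cluster drawn mostly from replicate 1 left out of the total, they made up 1.72% of 12111 cells.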

No cells in the FACS-sorted dataset were identified as originating from contamination from outside the spinal cord.

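The sorted cells formed 20 clusters, none led by the muscle genes myhz1.1 and actc1b or the raphe gene tph2.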

### Data analysis and statistical tests

Differential gene expression was calculated using a Wilcoxon rank-sum test implemented with the FindMarkers or FindAllMarkers functions in Seurat. Genes were considered to be enriched in a cluster if they had a log2 fold change >0.38 (corresponding to >30% enrichment in expression level), expression in at least 30% of cells in one of the groups being compared, and a Bonferroni adjusted p-value of <10^–5^. A more conservative adjusted p-value of <10^–10^ was used for comparison between PMns and SMns.

### GO analysis

DEGs comparing PMns and SMns were used to generate lists of GO terms enriched in the PMns using the EnrichR package in the aspect of ‘biological processes’ (Chen et al., 2013; Kuleshov et al., 2016; Xie et al., 2021). GO terms were considered significantly enriched with adjusted p-value<0.05.

## Data Availability

Raw fastq files and unprocessed aligned data can be accessed for free through the Gene Expression Omnibus (accession number GSE232801). All code used in data processing and figure creation has been deposited, and is freely available on github (https://github.com/JimmyKelly-bio/Single-cell-RNA-seq-analysis-of-spinal-locomotor-circuitry-in-larval-zebrafish, copy archived at Kelly-bio, 2023). The following dataset was generated: KellyJJ WenH BrehmP 2023sc-RNAseq of the day 4 zebrafish spinal cordNCBI Gene Expression OmnibusGSE232801

## Additional files

Supplementary file 1. Table of differentially expressed genes (DEGs) in spinal neuron clusters.

Supplementary file 2. Table of differentially expressed genes (DEGs) in primary motoneurons (PMns) versus secondary motoneurons (SMns).

Supplementary file 3. Changes to the Lawson v4.3.2 reference genome.

MDAR checklist

## References

[bib1] Akbergenova Y, Cunningham KL, Zhang YV, Weiss S, Littleton JT (2018). Characterization of developmental and molecular factors underlying release heterogeneity at *Drosophila* synapses. eLife.

[bib2] Akemann W, Knöpfel T (2006). Interaction of Kv3 potassium channels and resurgent sodium current influences the rate of spontaneous firing of Purkinje neurons. The Journal of Neuroscience.

[bib3] Ampatzis K, Song J, Ausborn J, El Manira A (2014). Separate microcircuit modules of distinct v2a interneurons and motoneurons control the speed of locomotion. Neuron.

[bib4] Appel B, Korzh V, Glasgow E, Thor S, Edlund T, Dawid IB, Eisen JS (1995). Motoneuron fate specification revealed by patterned LIM homeobox gene expression in embryonic zebrafish. Development.

[bib5] Asakawa K, Higashijima S, Kawakami K (2012). An mnr2b/hlxb9lb enhancer trap line that labels spinal and abducens motor neurons in zebrafish. Developmental Dynamics.

[bib6] Ashburner M, Ball CA, Blake JA, Botstein D, Butler H, Cherry JM, Davis AP, Dolinski K, Dwight SS, Eppig JT, Harris MA, Hill DP, Issel-Tarver L, Kasarskis A, Lewis S, Matese JC, Richardson JE, Ringwald M, Rubin GM, Sherlock G (2000). Gene Ontology: tool for the unification of biology. Nature Genetics.

[bib7] Bello-Rojas S, Istrate AE, Kishore S, McLean DL (2019). Central and peripheral innervation patterns of defined axial motor units in larval zebrafish. The Journal of Comparative Neurology.

[bib8] Berg EM, Björnfors ER, Pallucchi I, Picton LD, El Manira A (2018). Principles Governing locomotion in vertebrates: lessons from zebrafish. Frontiers in Neural Circuits.

[bib9] Bernhardt RR, Chitnis AB, Lindamer L, Kuwada JY (1990). Identification of spinal neurons in the embryonic and larval zebrafish. The Journal of Comparative Neurology.

[bib10] Bertuzzi M, Ampatzis K (2018). Spinal cholinergic interneurons differentially control motoneuron excitability and alter the locomotor network operational range. Scientific Reports.

[bib11] Bhatt DH, McLean DL, Hale ME, Fetcho JR (2007). Grading movement strength by changes in firing intensity versus recruitment of spinal interneurons. Neuron.

[bib12] Blum JA, Klemm S, Shadrach JL, Guttenplan KA, Nakayama L, Kathiria A, Hoang PT, Gautier O, Kaltschmidt JA, Greenleaf WJ, Gitler AD (2021). Single-cell transcriptomic analysis of the adult mouse spinal cord reveals molecular diversity of autonomic and skeletal motor neurons. Nature Neuroscience.

[bib13] Böhm UL, Kimura Y, Kawashima T, Ahrens MB, Higashijima S-I, Engert F, Cohen AE (2022). Voltage imaging identifies spinal circuits that modulate locomotor adaptation in zebrafish. Neuron.

[bib14] Bradford YM, Van Slyke CE, Ruzicka L, Singer A, Eagle A, Fashena D, Howe DG, Frazer K, Martin R, Paddock H, Pich C, Ramachandran S, Westerfield M (2022). Zebrafish information network, the knowledgebase for *Danio rerio* research. Genetics.

[bib15] Bucurenciu I, Bischofberger J, Jonas P (2010). A small number of open Ca2+ channels trigger transmitter release at A central GABAergic synapse. Nature Neuroscience.

[bib16] Budick SA, O’Malley DM (2000). Locomotor repertoire of the larval zebrafish: swimming, turning and prey capture. The Journal of Experimental Biology.

[bib17] Carlisle TC, Ribera AB (2014). Connexin 35b expression in the spinal cord of *Danio rerio* embryos and larvae. The Journal of Comparative Neurology.

[bib18] Chen EY, Tan CM, Kou Y, Duan Q, Wang Z, Meirelles GV, Clark NR, Ma’ayan A (2013). Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. BMC Bioinformatics.

[bib19] Choi HMT, Calvert CR, Husain N, Huss D, Barsi JC, Deverman BE, Hunter RC, Kato M, Lee SM, Abelin ACT, Rosenthal AZ, Akbari OS, Li Y, Hay BA, Sternberg PW, Patterson PH, Davidson EH, Mazmanian SK, Prober DA, van de Rijn M, Leadbetter JR, Newman DK, Readhead C, Bronner ME, Wold B, Lansford R, Sauka-Spengler T, Fraser SE, Pierce NA (2016). Mapping a multiplexed zoo of mRNA expression. Development.

[bib20] Choudhary S, Satija R (2022). Comparison and evaluation of statistical error models for scRNA-seq. Genome Biology.

[bib21] Delile J, Rayon T, Melchionda M, Edwards A, Briscoe J, Sagner A (2019). Single cell transcriptomics reveals spatial and temporal dynamics of gene expression in the developing mouse spinal cord. Development.

[bib22] Djenoune L, Desban L, Gomez J, Sternberg JR, Prendergast A, Langui D, Quan FB, Marnas H, Auer TO, Rio J-P, Del Bene F, Bardet P-L, Wyart C (2017). The dual developmental origin of spinal cerebrospinal fluid-contacting neurons gives rise to distinct functional subtypes. Scientific Reports.

[bib23] Downes GB, Granato M (2004). Acetylcholinesterase function is dispensable for sensory neurite growth but is critical for neuromuscular synapse stability. Developmental Biology.

[bib24] Drapeau P, Saint-Amant L, Buss RR, Chong M, McDearmid JR, Brustein E (2002). Development of the locomotor network in zebrafish. Progress in Neurobiology.

[bib25] Eggermann E, Bucurenciu I, Goswami SP, Jonas P (2011). Nanodomain coupling between Ca. Nature Reviews. Neuroscience.

[bib26] Eisen JS, Myers PZ, Westerfield M (1986). Pathway selection by growth cones of identified motoneurones in live zebra fish embryos. Nature.

[bib27] Fedchyshyn MJ, Wang LY (2005). Developmental transformation of the release modality at the calyx of Held synapse. The Journal of Neuroscience.

[bib28] Ferraiuolo L, Kirby J, Grierson AJ, Sendtner M, Shaw PJ (2011). Molecular pathways of motor neuron injury in amyotrophic lateral sclerosis. Nature Reviews. Neurology.

[bib29] Fetcho JR, Faber DS (1988). Identification of motoneurons and interneurons in the spinal network for escapes initiated by the mauthner cell in goldfish. The Journal of Neuroscience.

[bib30] Fetcho JR (1991). Spinal network of the Mauthner cell. Brain, Behavior and Evolution.

[bib31] Fetcho JR, Liu KS (1998). Zebrafish as a model system for studying neuronal circuits and behavior. Annals of the New York Academy of Sciences.

[bib32] Fetcho JR, Higashijima S, McLean DL (2008). Zebrafish and motor control over the last decade. Brain Research Reviews.

[bib33] Fidelin K, Wyart C (2014). Inhibition and motor control in the developing zebrafish spinal cord. Current Opinion in Neurobiology.

[bib34] Flanagan-Steet H, Fox MA, Meyer D, Sanes JR (2005). Neuromuscular synapses can form in vivo by incorporation of initially aneural postsynaptic specializations. Development.

[bib35] Formella I, Svahn AJ, Radford RAW, Don EK, Cole NJ, Hogan A, Lee A, Chung RS, Morsch M (2018). Real-time visualization of oxidative stress-mediated neurodegeneration of individual spinal motor neurons in vivo. Redox Biology.

[bib36] Gabriel JP, Ausborn J, Ampatzis K, Mahmood R, Eklöf-Ljunggren E, El Manira A (2011). Principles governing recruitment of motoneurons during swimming in zebrafish. Nature Neuroscience.

[bib37] Gerber V, Yang L, Takamiya M, Ribes V, Gourain V, Peravali R, Stegmaier J, Mikut R, Reischl M, Ferg M, Rastegar S, Strähle U (2019). The HMG box transcription factors Sox1a and Sox1b specify a new class of glycinergic interneuron in the spinal cord of zebrafish embryos. Development.

[bib38] Goulding M (2009). Circuits controlling vertebrate locomotion: moving in a new direction. Nature Reviews. Neuroscience.

[bib39] Grieco TM, Malhotra JD, Chen C, Isom LL, Raman IM (2005). Open-channel block by the cytoplasmic tail of sodium channel beta4 as a mechanism for resurgent sodium current. Neuron.

[bib40] Grillner S (2003). The motor infrastructure: from ion channels to neuronal networks. Nature Reviews Neuroscience.

[bib41] Grillner S, Jessell TM (2009). Measured motion: searching for simplicity in spinal locomotor networks. Current Opinion in Neurobiology.

[bib42] Hadzipasic M, Tahvildari B, Nagy M, Bian M, Horwich AL, McCormick DA (2014). Selective degeneration of a physiological subtype of spinal motor neuron in mice with SOD1-linked ALS. PNAS.

[bib43] Hafemeister C, Satija R (2019). Normalization and variance stabilization of single-cell RNA-seq data using regularized negative binomial regression. Genome Biology.

[bib44] Hale ME, Ritter DA, Fetcho JR (2001). A confocal study of spinal interneurons in living larval zebrafish. The Journal of Comparative Neurology.

[bib45] Hao Y, Hao S, Andersen-Nissen E, Mauck WM, Zheng S, Butler A, Lee MJ, Wilk AJ, Darby C, Zager M, Hoffman P, Stoeckius M, Papalexi E, Mimitou EP, Jain J, Srivastava A, Stuart T, Fleming LM, Yeung B, Rogers AJ, McElrath JM, Blish CA, Gottardo R, Smibert P, Satija R (2021). Integrated analysis of multimodal single-cell data. Cell.

[bib46] Hayashi M, Hinckley CA, Driscoll SP, Moore NJ, Levine AJ, Hilde KL, Sharma K, Pfaff SL (2018). Graded arrays of spinal and supraspinal V2a interneuron subtypes underlie forelimb and hindlimb motor control. Neuron.

[bib47] Higashijima S, Hotta Y, Okamoto H (2000). Visualization of cranial motor neurons in live transgenic zebrafish expressing green fluorescent protein under the control of the islet-1 promoter/enhancer. The Journal of Neuroscience.

[bib48] Higashijima S-I, Mandel G, Fetcho JR (2004a). Distribution of prospective glutamatergic, glycinergic, and GABAergic neurons in embryonic and larval zebrafish. The Journal of Comparative Neurology.

[bib49] Higashijima S, Masino MA, Mandel G, Fetcho JR (2004b). Engrailed-1 expression marks a primitive class of inhibitory spinal interneuron. The Journal of Neuroscience.

[bib50] Higashijima S-I, Schaefer M, Fetcho JR (2004c). Neurotransmitter properties of spinal interneurons in embryonic and larval zebrafish. The Journal of Comparative Neurology.

[bib51] Hillman D, Chen S, Aung TT, Cherksey B, Sugimori M, Llinás RR (1991). Localization of P-type calcium channels in the central nervous system. PNAS.

[bib52] Holderith N, Lorincz A, Katona G, Rózsa B, Kulik A, Watanabe M, Nusser Z (2012). Release probability of hippocampal glutamatergic terminals scales with the size of the active zone. Nature Neuroscience.

[bib53] Hutchinson SA, Eisen JS (2006). Islet1 and Islet2 have equivalent abilities to promote motoneuron formation and to specify motoneuron subtype identity. Development.

[bib54] Issa FA, Mazzochi C, Mock AF, Papazian DM (2011). Spinocerebellar ataxia type 13 mutant potassium channel alters neuronal excitability and causes locomotor deficits in zebrafish. The Journal of Neuroscience.

[bib55] Iwasaki S, Takahashi T (1998). Developmental changes in calcium channel types mediating synaptic transmission in rat auditory brainstem. The Journal of Physiology.

[bib56] Juárez-Morales JL, Schulte CJ, Pezoa SA, Vallejo GK, Hilinski WC, England SJ, de Jager S, Lewis KE (2016). Evx1 and Evx2 specify excitatory neurotransmitter fates and suppress inhibitory fates through a Pax2-independent mechanism. Neural Development.

[bib57] Kelly-bio J (2023). Software Heritage.

[bib58] Kiehn O, Kullander K (2004). Central pattern generators deciphered by molecular genetics. Neuron.

[bib59] Kim JH, Kushmerick C, Gersdorff H (2010). Presynaptic Resurgent Na+ currents sculpt the action potential waveform and increase firing reliability at a CNS nerve terminal. The Journal of Neuroscience.

[bib60] Kimura Y, Okamura Y, Higashijima S (2006). alx, a zebrafish homolog of Chx10, marks ipsilateral descending excitatory interneurons that participate in the regulation of spinal locomotor circuits. The Journal of Neuroscience.

[bib61] Kishore S, Cadoff EB, Agha MA, McLean DL (2020). Orderly compartmental mapping of premotor inhibition in the developing zebrafish spinal cord. Science.

[bib62] Koyama M, Kinkhabwala A, Satou C, Higashijima S, Fetcho J (2011). Mapping a sensory-motor network onto a structural and functional ground plan in the hindbrain. PNAS.

[bib63] Kuleshov MV, Jones MR, Rouillard AD, Fernandez NF, Duan Q, Wang Z, Koplev S, Jenkins SL, Jagodnik KM, Lachmann A, McDermott MG, Monteiro CD, Gundersen GW, Ma’ayan A (2016). Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Research.

[bib64] Kuroda K, Kuang S, Taketo MM, Rudnicki MA (2013). Canonical Wnt signaling induces BMP-4 to specify slow myofibrogenesis of fetal myoblasts. Skeletal Muscle.

[bib65] Lawson ND, Li R, Shin M, Grosse A, Yukselen O, Stone OA, Kucukural A, Zhu L (2020). An improved zebrafish transcriptome annotation for sensitive and comprehensive detection of cell type-specific genes. eLife.

[bib66] Lewis KE, Eisen JS (2003). From cells to circuits: development of the zebrafish spinal cord. Progress in Neurobiology.

[bib67] Lewis AH, Raman IM (2014). Resurgent current of voltage-gated Na(+) channels. The Journal of Physiology.

[bib68] Li L, Bischofberger J, Jonas P (2007). Differential gating and recruitment of P/Q-, N-, and R-type Ca2+ channels in hippocampal mossy fiber boutons. The Journal of Neuroscience.

[bib69] Liao JC, Fetcho JR (2008). Shared versus specialized glycinergic spinal interneurons in axial motor circuits of larval zebrafish. The Journal of Neuroscience.

[bib70] Maaten L, Hinton G (2008). Visualizing Data using t-SNE. Journal of Machine Learning Research.

[bib71] Martin WJ, Malmberg AB, Basbaum AI (1998). Pain: nocistatin spells relief. Current Biology.

[bib72] McInnes L, Healy J, Saul N, Großberger L (2018). UMAP: uniform manifold approximation and projection. Journal of Open Source Software.

[bib73] McLean DL, Fan J, Higashijima S, Hale ME, Fetcho JR (2007). A topographic map of recruitment in spinal cord. Nature.

[bib74] McLean DL, Masino MA, Koh IYY, Lindquist WB, Fetcho JR (2008). Continuous shifts in the active set of spinal interneurons during changes in locomotor speed. Nature Neuroscience.

[bib75] McLean DL, Fetcho JR (2009). Spinal interneurons differentiate sequentially from those driving the fastest swimming movements in larval zebrafish to those driving the slowest ones. The Journal of Neuroscience.

[bib76] Menelaou E, McLean DL (2012). A gradient in endogenous rhythmicity and oscillatory drive matches recruitment order in an axial motor pool. The Journal of Neuroscience.

[bib77] Menelaou E, VanDunk C, McLean DL (2014). Differences in the morphology of spinal V2a neurons reflect their recruitment order during swimming in larval zebrafish. The Journal of Comparative Neurology.

[bib78] Menelaou E, McLean DL (2019). Hierarchical control of locomotion by distinct types of spinal V2a interneurons in zebrafish. Nature Communications.

[bib79] Meng A, Tang H, Ong BA, Farrell MJ, Lin S (1997). Promoter analysis in living zebrafish embryos identifies a cis-acting motif required for neuronal expression of GATA-2. PNAS.

[bib80] Midorikawa M, Okamoto Y, Sakaba T (2014). Developmental changes in Ca ^2+^ channel subtypes regulating endocytosis at the calyx of Held. The Journal of Physiology.

[bib81] Mock AF, Richardson JL, Hsieh JY, Rinetti G, Papazian DM (2010). Functional effects of spinocerebellar ataxia type 13 mutations are conserved in zebrafish Kv3.3 channels. BMC Neuroscience.

[bib82] Muto A, Kawakami K (2011). Imaging functional neural circuits in zebrafish with a new GCaMP and the Gal4FF-UAS system. Communicative & Integrative Biology.

[bib83] Myers PZ, Eisen JS, Westerfield M (1986). Development and axonal outgrowth of identified motoneurons in the zebrafish. The Journal of Neuroscience.

[bib84] Naranjo D, Wen H, Brehm P (2015). Zebrafish CaV2.1 calcium channels are tailored for fast synchronous neuromuscular transmission. Biophysical Journal.

[bib85] Nijssen J, Comley LH, Hedlund E (2017). Motor neuron vulnerability and resistance in amyotrophic lateral sclerosis. Acta Neuropathologica.

[bib86] Oikonomou G, Altermatt M, Zhang RW, Coughlin GM, Montz C, Gradinaru V, Prober DA (2019). The serotonergic raphe promote sleep in zebrafish and mice. Neuron.

[bib87] Ono F, Shcherbatko A, Higashijima S, Mandel G, Brehm P (2002). The Zebrafish motility mutant twitch once reveals new roles for rapsyn in synaptic function. The Journal of Neuroscience.

[bib88] Pallucchi I, Bertuzzi M, Michel JC, Miller AC, El Manira A (2022). Transformation of an early-established motor circuit during maturation in zebrafish. Cell Reports.

[bib89] Peled ES, Newman ZL, Isacoff EY (2014). Evoked and spontaneous transmission favored by distinct sets of synapses. Current Biology.

[bib90] Raman IM, Bean BP (1997). Resurgent sodium current and action potential formation in dissociated cerebellar purkinje neurons. The Journal of Neuroscience.

[bib91] Ransdell JL, Dranoff E, Lau B, Lo WL, Donermeyer DL, Allen PM, Nerbonne JM (2017). Loss of Navβ4-mediated regulation of sodium currents in adult purkinje neurons disrupts firing and impairs motor coordination and balance. Cell Reports.

[bib92] Richardson A, Ciampani V, Stancu M, Bondarenko K, Newton S, Steinert JR, Forsythe ID (2022). Kv3.3 subunits control presynaptic action potential waveform and neurotransmitter release at a central excitatory synapse. eLife.

[bib93] Satou C, Kimura Y, Kohashi T, Horikawa K, Takeda H, Oda Y, Higashijima S (2009). Functional role of a specialized class of spinal commissural inhibitory neurons during fast escapes in zebrafish. The Journal of Neuroscience.

[bib94] Satou C, Sugioka T, Uemura Y, Shimazaki T, Zmarz P, Kimura Y, Higashijima SI (2020). Functional diversity of Glycinergic Commissural inhibitory Neurons in Larval Zebrafish. Cell Reports.

[bib95] Seredick SD, Van Ryswyk L, Hutchinson SA, Eisen JS (2012). Zebrafish Mnx proteins specify one motoneuron subtype and suppress acquisition of interneuron characteristics. Neural Development.

[bib96] Stephens GJ, Morris NP, Fyffe RE, Robertson B (2001). The Cav2.1/alpha1A (P/Q-type) voltage-dependent calcium channel mediates inhibitory neurotransmission onto mouse cerebellar Purkinje cells. The European Journal of Neuroscience.

[bib97] Stifani N (2014). Motor neurons and the generation of spinal motor neuron diversity. Frontiers in Cellular Neuroscience.

[bib98] Stuart T, Butler A, Hoffman P, Hafemeister C, Papalexi E, Mauck WM, Hao Y, Stoeckius M, Smibert P, Satija R (2019). Comprehensive integration of single-cell data. Cell.

[bib99] Thorsen DH, Cassidy JJ, Hale ME (2004). Swimming of larval zebrafish: fin–axis coordination and implications for function and neural control. Journal of Experimental Biology.

[bib100] Traag VA, Waltman L, van Eck NJ (2019). From Louvain to Leiden: guaranteeing well-connected communities. Scientific Reports.

[bib101] Walogorsky M, Mongeon R, Wen H, Mandel G, Brehm P (2012a). Acetylcholine receptor gating in a zebrafish model for slow-channel syndrome. The Journal of Neuroscience.

[bib102] Walogorsky M, Mongeon R, Wen H, Nelson NR, Urban JM, Ono F, Mandel G, Brehm P (2012b). Zebrafish model for congenital myasthenic syndrome reveals mechanisms causal to developmental recovery. PNAS.

[bib103] Wang M, Wen H, Brehm P (2008). Function of neuromuscular synapses in the zebrafish choline-acetyltransferase mutant *bajan*. Journal of Neurophysiology.

[bib104] Wang WC, Brehm P (2017). A gradient in synaptic strength and plasticity among motoneurons provides a peripheral mechanism for locomotor control. Current Biology.

[bib105] Wells S, Conran JG, Tamme R, Gaudin A, Webb J, Lardelli M (2010). Cryptic organisation within an apparently irregular rostrocaudal distribution of interneurons in the embryonic zebrafish spinal cord. Experimental Cell Research.

[bib106] Wen H, Linhoff MW, Hubbard JM, Nelson NR, Stensland D, Dallman J, Mandel G, Brehm P (2013). Zebrafish calls for reinterpretation for the roles of P/Q calcium channels in neuromuscular transmission. The Journal of Neuroscience.

[bib107] Wen H, Hubbard JM, Wang WC, Brehm P (2016a). Fatigue in rapsyn-deficient zebrafish reflects defective transmitter release. The Journal of Neuroscience.

[bib108] Wen H, McGinley MJ, Mandel G, Brehm P (2016b). Nonequivalent release sites govern synaptic depression. PNAS.

[bib109] Wen H, Eckenstein K, Weihrauch V, Stigloher C, Brehm P (2020). Primary and secondary motoneurons use different calcium channel types to control escape and swimming behaviors in zebrafish. PNAS.

[bib110] Westerfield M, McMurray JV, Eisen JS (1986). Identified motoneurons and their innervation of axial muscles in the zebrafish. The Journal of Neuroscience.

[bib111] Wu LG, Westenbroek RE, Borst JG, Catterall WA, Sakmann B (1999). Calcium channel types with distinct presynaptic localization couple differentially to transmitter release in single calyx-type synapses. The Journal of Neuroscience.

[bib112] Xie Z, Bailey A, Kuleshov MV, Clarke DJB, Evangelista JE, Jenkins SL, Lachmann A, Wojciechowicz ML, Kropiwnicki E, Jagodnik KM, Jeon M, Ma’ayan A (2021). Gene set knowledge discovery with enrichr. Current Protocols.

[bib113] Yang L, Wang F, Strähle U (2020). The genetic programs specifying kolmer–agduhr interneurons. Frontiers in Neuroscience.

[bib114] Young SM, Veeraraghavan P (2021). Presynaptic voltage-gated calcium channels in the auditory brainstem. Molecular and Cellular Neuroscience.

[bib115] Zagoraiou L, Akay T, Martin JF, Brownstone RM, Jessell TM, Miles GB (2009). A cluster of cholinergic premotor interneurons modulates mouse locomotor activity. Neuron.

[bib116] Zelenchuk TA, Brusés JL (2011). In vivo labeling of zebrafish motor neurons using an mnx1 enhancer and Gal4/UAS. Genesis.

[bib117] Zhang Y, Kaczmarek LK (2016). Kv3.3 potassium channels and spinocerebellar ataxia. The Journal of Physiology.

# Supplementary material for: Single-cell RNAseq analysis of spinal locomotor circuitry in larval zebrafish
**Source:** eLife. 2023 Nov 17;12:RP89338. doi: 10.7554/eLife.89338
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%2520)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Materials and Methods: Data Availability |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Material and Methods: Whole mount immunohistochemistry |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | NA |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | NA |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | NA |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods: Fish lines and Husbandry |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | NA |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | NA |
| Microbes: provide species and strain, unique accession number if available, and source. |  | NA |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **NA** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | NA |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | NA |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Materials and Methods: Single Cell Capture, library preparation and sequencing |  |
| Randomisation |  | NA |
| Blinding |  | NA |
| Inclusion/exclusion criteria | Materials and Methods: Preprocessing, normalization, clustering analysis, and visualization ; Materials and Methods: Annotation of cell clusters |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Materials and Methods: Single cell suspension from spinal cord for scRNAseq |  |
| Define whether data describe technical or biological replicates. | Materials and Methods: Single cell suspension from spinal cord for scRNAseq |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | NA |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and Methods: Fish Lines and Husbandry |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | NA |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | NA |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | Materials and Methods: Preprocessing, normalization, clustering analysis, and visualization |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Materials and Methods: Data analysis and statistical tests |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Materials and Methods: Data Availability |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Materials and Methods: Data Availability |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | NA |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Materials and Methods: Data Availability |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Materials and Methods: Data Availability |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | NA |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | NA |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

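The deposited files hold UMI counts of the barcodes that Cell Ranger kept, with at least 500 UMIs each, before the study's own limits on cells. Per the paper, the authors made these counts with Cell Ranger 6.1.1 from reads assigned to GRCz11, with a changed version of the Lawson annotation to which EGFP was added. The annotation itself was deposited as well and gave the gene coordinates. All 4 libraries were used, 2 unsorted and 2 sorted.

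The comparisons, their tests, marker genes, gene lists, limits and most alternative settings were chosen before the data were examined, with the paper's figures and supplementary tables already read. Chosen later were the tests of other explanations, the splits of sums without regard to type, the scores by which a cluster took a name, the removal of cells with the highest 10% of doublet scores, a lower minimum of 2 cells per library, the result with the library-biased cluster kept, sorting tested within each SMn group and the resolution for the motoneuron clusters. For motoneurons the resolution nearest to the study's cluster number gave 9 clusters and merged PMns with other cells. A resolution of 0.6 in place of 0.4 gave 12 clusters and was used. A cluster was called library-biased where it held at least 5% of the kept cells and 80% of its cells came from 1 library. Both limits were set after the clusters were seen, and the share replaced a higher one set earlier. Smaller clusters past that share, of 22 to 198 cells, were kept unless named muscle.

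Cells were kept with 400 to 4000 genes, 1500 to 9000 UMIs and under 5% mitochondrial UMIs. Doublets were kept, as in the study. The Scrublet method ran in each library with simulated doublets, and its own thresholds, from 0.444 to 0.538, called 0 cells. SCTransform was not available, so analytic Pearson residuals of the counts (theta of 100) were taken within each library, and these also took the place of the study's integration. The 9000 most variable genes gave 50 principal components, or 30 for motoneurons. A graph of 20 nearest neighbours was clustered with the Leiden method at the resolution whose number of clusters was nearest to the study's. This gave 29 clusters of all kept unsorted cells, 30 after removals, 33 of neurons and 20 of sorted cells. Clusters were named from markers in the paper, so each name is one of likeness.

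For tests between types, UMIs were summed over the cells of a type within each library. Sums were normalized by TMM, genes with few counts were dropped by filterByExpr, and edgeR's quasi-likelihood test was run with the library as a block. Sorted against unsorted SMns had no block, with the replicate number as a block for an alternative. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 0.38, with a UMI in at least 30% of the cells of either type. The last limits are the paper's own. The detection limit was not applied to sorted against unsorted SMns, to the SMn groups or to the glial classes. Their counts are not comparable with those of PMns against SMns, which gave 3729 genes with no detection limit. Members of a gene list were counted at the adjusted p alone, except where the text gives them with the limits. Neuron types entered a fit with at least 10 cells in each library. Gene lists were tested with camera at a preset correlation of 0.01, with an estimated correlation beside it, and with fry. The fit was tested on simulated data, in which 100 genes were changed 2-fold and 100 changed 4-fold between PMn and SMn sums. It called 65 of the first and 92 of the second in the right direction, with 4 false calls among 7143 genes. No detection limit was applied there, all genes had the same dispersion, and the groups were fixed and not clusters of the same counts. The false calls therefore do not give the error rate of the real comparison.

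A share of cells has an exact binomial interval, which counts cells and not animals. Shares of cells with several genes were also taken after each cell was thinned at random to 1500 UMIs. Levels are CPM. Genes named in the text are all those the paper names for a comparison, up to 10 of the largest changes each way with 1 sign in every library, and up to 4 examples of a list. Software versions were edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and scanpy 1.11.5, scikit-learn 1.9.0, leidenalg 0.10.2 and igraph 0.11.9 in Python 3.11.15.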

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

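No test in this part was chosen only after the result was seen.

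scn4ba in PMns was 1443 CPM in sorted replicate 2 against 821.1, 915.7 and 864.4 CPM in the other libraries. It was the only outlying value in 46 groups of 4 libraries, where about 1 in 20 groups gives one by chance.

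The difference between PMns and SMns depended on source for 82 genes, 66 with a larger and 16 with a smaller log2 fold change in sorted cells, against 41 genes with DESeq2 and 30 after thinning.

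Astrocytes and radial glia differed from the oligodendrocyte lineage in 8340 genes by edgeR, 4648 higher and 3692 lower, and in 4854 genes with DESeq2. No limit on detection was applied. Markers of other cells moved with this: 6 of 7 notochord and floor plate genes (median log2 fold change 4.07) and 4 of 6 mesenchyme and pericyte genes (median 2.65) were higher in astrocytes and radial glia. One of their clusters, of 503 cells, was led by sparcl1, slit1b, npr3, ntn1b and shha. Of 11 myelin genes, 10 were lower in astrocytes and radial glia (median log2 fold change −5.3), such as mpz (−6.26, adjusted p = 2.221e-15 from edgeR). hapln1b, which encodes a protein of the extracellular matrix, was lower too (−7.16, standard error 0.198, adjusted p = 1.829e-15 from edgeR), at 6.806 and 4.966 CPM against 918.8 and 781.4 CPM. Of 16 genes of astrocyte transport and coupling, 14 were higher and 2 lower, among them the gap junction gene cx43 (5.52, adjusted p = 1.067e-14 from edgeR) and the glycine transporter gene slc6a9 (5.61). Of 30 immediate early and stress genes, 28 were higher in astrocytes and radial glia (median 1.95), such as nr4a1 (4.47). Of 22 glycolysis genes, 18 were higher and 1 lower, and of 84 ribosomal protein genes 80 were higher (median 0.677). Of 24 V-ATPase genes, 13 were lower (median −0.498).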

How the results depend on the processing

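The alternatives with the highest 10% of doublet scores removed, with types of at least 2 cells per library, with the library-biased cluster kept and with each SMn group alone were chosen only after the results were seen; the other settings were planned. Of 609 counts and shares under other settings, 447 stayed the same and 162 moved. Of 1641 log2 fold changes of named genes, 1569 stayed the same, 37 were weaker, 10 stronger, 23 moved and 2 reversed. The cause of these changes was not tested.

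With a lower limit of 1000 UMIs, 21222 unsorted and 13928 sorted cells were kept. Keeping the library-biased cluster gave 38.31% glia, 36.53% neurons and 25.15% of neither. The neuron share was 39.05% with upper limits of 20000 UMIs and 8000 genes, 37.59% at a resolution 1.5 times higher and 39.94% with log-normalized counts. Named types held 84.27% of neurons without the highest 10% of Scrublet scores, 62.6% with the tested genes left out of the clustering and 79.63% with log-normalized counts. The ratio of SMns to PMns was 14.13 with those upper limits and 16.82 without those Scrublet scores. Mns were 30.98% of unsorted neurons without those Scrublet scores, 24.48% with the higher upper limits, 23.83% with the tested genes left out and 23.22% at the higher resolution.

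The channel trio was in 54.01% of PMns without the highest Scrublet scores, in 42.41% of PMns and 1.178% of SMns after thinning, and in 47.91% and 0.9854% at 2 UMIs of each gene. The synaptic set was in 40.51% of PMns without those scores, in 17.28% and 0.2832% after thinning, and in 28.53% and 0.6116% at 2 UMIs.

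PMns against SMns gave 1006 to 1338 genes under most settings, 3729 with no detection limit and 581 against bmp16 SMns alone. Against bmp16 SMns, cplx1 (−0.91) and sv2a (−0.57) were lower in PMns. Leaving out each library in turn gave 1050 to 1220 genes and 18 to 19 gene lists. With an estimated correlation, camera called 0 lists. Genes whose difference depended on source numbered 41 with DESeq2 and 30 after thinning.

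Sorted against unsorted SMns gave 1138 genes with no filter on low counts and 630 with the replicate number as a block. Leaving out a library gave 371 without unsorted replicate 2 and 1127 without sorted replicate 1, with 842 and 564 between; a lone library is assumed to vary like those of the other source. It gave 415 genes in alcamb SMns alone, 143 in bmp16 SMns and 101 in foxb1b SMns. Type II against type I v2a gave 428 genes with no block, and KA types 452 with DESeq2 and 441 with no block. Markers of all types came to 15698 with no filter on low counts. With no block, alcamb SMns gave 1338 genes and foxb1b SMns 894; leaving out each library gave 1856 to 2780 and 1284 to 1914, and 3157 to 4178 for bmp16 SMns. Glia gave 4854 genes with DESeq2. For v2a, KA and glia, leaving out a library left 1 per type and no spread to test. Of the genes called over both libraries, those with the same direction and a log2 fold change above 0.38 in the one left were counted, with no test: 640 and 652 of 657 for v2a, 646 and 681 of 681 for KA and 8080 and 8184 of 8340 for glia.

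Some alternatives had no value: type II v2a cells formed no cluster without the highest Scrublet scores or with the higher upper limits. RB cells formed none without those scores, and KA″ cells none without those scores, at the higher resolution or with log-normalized counts. The removal at Scrublet's own threshold called no cell and left every value as it was.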

Differences from the paper's values

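In this part, the fit with CoLo-like cells and the removal of the highest 10% of Scrublet scores were chosen after the values were seen. Every other alternative beside a share or count was set before the data were examined, and ranges cover those alone. A value is near the paper's where they lie within 1.5-fold of each other or closer than the SD between libraries.

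Among neuron types, RB-like cells were 1.431% of neurons against 3.8% in the paper. Log-normalized counts gave 2.968%, near the paper's value, and the other alternatives gave 0.5484% to 1.812%. CoLo-like cells were 0.4031% against 1.1% in the paper, and no alternative came near it (0.113% to 0.6499%). v2b-like cells were 1.592% against 3.6% in the paper. The higher resolution gave 5.15%, near the paper's value, log-normalized counts gave 8.714%, and the others 1.556% to 1.638%. Removing the highest Scrublet scores, chosen after the values were seen, gave 5.207%, near the paper's value, but left 3 of the paper's types, RB, type II v2a and KA″, without a cluster. dI1-like cells were 2.923% against 1.7% in the paper. Unsorted replicate 2 alone gave 2.26%, near the paper's value, and the others 2.875% to 3.81%. dI2-like cells were 7.297% against 3.7% in the paper. The upper limits of 20000 UMIs and 8000 genes (3.958%), the tested genes left out of the clustering (4.449%) and log-normalized counts (3.494%) came near it, and the others gave 6.384% to 7.803%. Removing the highest Scrublet scores gave 7.888%. v0v-like cells were 6.733% against 4.0% in the paper, and 248 of these 334 cells formed a cluster with neither evx1 nor evx2 among its 10 leading genes. The tested genes left out (5.484%), the higher resolution (5.755%), log-normalized counts (5.388%) and leaving out unsorted replicate 2 (5.892%) came near it. The higher upper limits gave 8.074% and leaving out unsorted replicate 1 gave 8.249%. Removing the highest Scrublet scores gave 6.027%. Non-skeletal Mns were 1.202% of Mns against 3.6% in the paper. The higher upper limits (2.501%), the higher resolution (2.431%) and log-normalized counts (2.601%) came near it, and the others gave 0.7818% to 1.519%. Removing the highest Scrublet scores, chosen after the values were seen, gave 2.438%, also near the paper's value, with the same 3 types lost.

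For genes differing between PMns and SMns, the paper took cells as replicates in a Wilcoxon test with a Bonferroni-adjusted limit on p. Here libraries were the replicates in edgeR with a Benjamini-Hochberg adjusted p under 0.05, and the limits on fold change and detection were the paper's. The count was 1214 against 508 in the paper, 675 against 317 in the paper for genes higher in PMns and 539 against 191 in the paper for genes higher in SMns. Against bmp16 SMns alone, 581 genes in all and 267 higher in PMns lay within 1.5-fold of the paper's counts, and 314 higher in SMns did not. Of the genes called there, 424 were also among the 1214 called here over all SMns, and only 378 of these had the same direction. This is another contrast than the paper's, so the similar count is no agreement with it. All other alternatives were further from it, at 1006 to 3729 in all, 544 to 1871 higher in PMns and 426 to 1858 higher in SMns. The 508 genes in the paper's list were all found here. Of them, 502 had the same direction and 487 were called, and 727 genes were called here besides.

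The shares of cells with all 3 channel genes are compared with Figure 8A, read by eye. Type II-like v2a cells were at 60.42% against about 40% in the paper's Figure 8A. Leaving out unsorted replicate 2 (58.06%), the tested genes left out (58.82%), log-normalized counts (46.84%), thinning to 1500 UMIs (35.42%) and at least 2 UMIs of each gene (39.58%) came near it. Leaving out unsorted replicate 1 (64.71%) and the higher resolution (61.54%) did not. CoLo-like cells were at 100.0% against about 36% in the paper's Figure 8A, with no alternative near it (75% to 100.0%). v0v-like cells were at 21.56% against about 9% in the paper's Figure 8A. Thinning (5.389%) and at least 2 UMIs (8.383%) came near it, and the others gave 17.58% to 35.85%. dI1-like cells were at 13.1% against about 0% in the paper's Figure 8A. Thinning (3.448%) and at least 2 UMIs (1.379%) came near it, and the others gave 7.5% to 15.24%. dI2-like cells were at 3.039% against about 6% in the paper's Figure 8A. The higher upper limits (6.965%) and log-normalized counts (7.229%) came near it, and the others gave 0.5525% to 11.42%.

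For all 7 synaptic genes, CoLo-like cells were at 40.0% against about 73% in the paper's Figure 8B, read by eye. Unsorted replicate 1 alone gave 44.44%, which is over 1.5-fold from the paper's value and closer than the SD between libraries (31.43) only because replicate 2 held 2 such cells. The others gave 0.0% to 33.33%. Type II-like v2a cells were at 72.92% against about 35% in the paper's Figure 8B. Leaving out unsorted replicate 1 (52.94%), log-normalized counts (49.37%), thinning (31.25%) and at least 2 UMIs (43.75%) came near it. Leaving out unsorted replicate 2 (83.87%), the tested genes left out (70.59%) and the higher resolution (67.31%) did not. dI2-like cells were at 8.011% against about 14% in the paper's Figure 8B. Leaving out unsorted replicate 2 (9.639%), the higher upper limits (14.93%) and log-normalized counts (16.87%) came near it, and the others gave 3.039% to 21.92%. v0v-like cells were at 10.18% against about 1% in the paper's Figure 8B, with no alternative near it (2.096% to 30.73%). dI1-like cells were at 18.62% against about 0.5% in the paper's Figure 8B, with none near it (6.897% to 20.95%). Type II-like cells had no value with the higher upper limits.

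The paper states that no synaptic or channel gene was specifically enriched in SMns, under a stricter limit on p, and shows sncb, snap25b, cacna1bb and kcnma1a as shared. Here the genes shown as PMn-enriched in Figure 7, which the study chose on the same libraries, were all higher in PMns. The genes sncb, snap25b, cacna1bb and kcnma1a were lower in PMns than in SMns by edgeR (−0.73, −0.69, −0.69 and −0.43). For cacna1bb, of an N-type calcium channel, this is the direction of the paper's Discussion, which gives SMns a probable N-type channel.  The paper states that the channel and exocytosis transcripts raised in PMns are generally missing in SMns. Here kcnc3a was found in 40.66% and cacna1ab in 33.29% of SMn-like cells, while scn4ba was found in 10.4%.  The paper states that the synaptic genes of Figure 8B were higher in CoLo interneurons. Here, in the fit with at least 2 cells per library chosen after the values were seen, syt2a was lower in CoLo-like cells (−2.36, adjusted p = 7.94e-08 from edgeR). Of the other 6, vamp1a (2.92), syt2b (2.87) and cplx2l (1.69) were higher, and vamp1b, snap25a and stxbp1a did not pass. Replicate 2 gave 2 of these cells. The paper found no v3 cluster, and here 41 cells took that name from their markers, with sim1a at 125.1 CPM against 2.648 CPM in most other neurons, although none of the fixed markers was among their 10 leading genes. The fixed marker nkx2.2b was lower in these cells, at 5.439 CPM against 12.74 CPM in most other neurons, and the other fixed markers were higher.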

Other observations

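The tests of other explanations in this part, the splits of sums, the fits of sorting within SMn groups and the fit with CoLo-like cells were chosen only after the result was seen.

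bmp16 SMns stood apart from the other SMn groups. Of 82 oxidative phosphorylation genes, 80 were higher in bmp16 SMns by edgeR (median log2 fold change 1.75), and of 19 glycolysis genes 18 were higher and 1 lower (median 2.34). Of 20 V-ATPase genes, 19 were higher (median 2.1). All 3 channel genes (median 1.57) and all 7 synaptic genes (median 1.16) were higher as well. In the same group, 75 of 83 ribosomal protein genes (median −0.595), 9 of 11 astrocyte genes (−0.951) and 6 of 10 myelin genes (−0.696) were lower. Each group was set against all other SMn groups, bmp16 SMns included, so lower oxidative phosphorylation genes in alcamb and foxb1b SMns are not separate traits. Against alcamb and foxb1b SMns, PMns had these genes higher by medians of 1.51 and 1.46. Over 4553 genes, the log2 fold change of PMns had an SD of 0.7676 against bmp16 SMns, 1.251 against foxb1b SMns and 1.27 against alcamb SMns. Against bmp16 SMns, the channel genes (3 of 3, median 1.25) and 6 of 7 synaptic genes (median 1.23) were higher in PMns. Of 80 oxidative phosphorylation genes, none was higher and 18 were lower in PMns (median −0.282), and of 17 glycolysis genes none was higher and 10 were lower (median −0.683).

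Sorted and unsorted SMns differed in 537 of 13897 genes, 111 higher and 426 lower in sorted cells, with no limit on detection. The count was 842 without unsorted replicate 1, 1127 without sorted replicate 1, 1138 with no filter on low counts and 630 with the replicate number as a block. A library left alone in its source is assumed to vary like those of the other source. The myelin gene mbpa stood at 250.5 and 323 CPM in unsorted SMns and 8.261 and 5.903 CPM in sorted SMns (log2 fold change −5.34, standard error 0.282, adjusted p = 1.7e-05 from edgeR). Of 11 myelin genes, 8 were lower after sorting (median −3.83), as were 11 of 13 genes encoded in the mitochondrion (median −1.64), 40 of 89 genes of oxidative phosphorylation and 4 of 8 muscle genes. SMn groups also made up other shares of each source: foxb1b SMns 18.87% of unsorted and 6.718% of sorted SMns, bmp16 SMns 11.34% and 7.033%, and alcamb SMns 69.37% and 82.27%. Within alcamb SMns alone, 415 genes passed, and 19 of 87 oxidative phosphorylation genes (median −0.711), 13 of 13 mitochondrial (−1.95) and 8 of 11 myelin genes (−3.99) were lower after sorting by edgeR. Within bmp16 SMns 143 genes passed, with 32 of 84 oxidative phosphorylation and 2 of 13 mitochondrial genes lower. Within foxb1b SMns it was 101 genes, with 1 of 73 and 10 of 13. Over all SMns, slc6a5 (−3.85) and cort (−5.47), which lead clusters of other neurons, were lower, and so was neurod1 (−3.15), a leading gene of foxb1b SMns. GFP was higher (3.15, standard error 0.547, adjusted p = 0.009995 from edgeR), and hsp70l did not pass (−0.53, adjusted p = 0.705 from edgeR). None of the 3 channel genes or the 7 synaptic genes passed. The replicate 1 libraries of both sources share a preparation date in the paper's figure labels, and those of replicate 2 do not.

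With types of at least 2 cells in each library, CoLo-like cells entered the fit of 7003 genes against 10 reference types. scn4ba had a log2 fold change of 4.25 (standard error 0.261, adjusted p = 1.81e-23 from edgeR), kcnc3a 2.71 and cacna1ab 2.66. vamp1a (2.92), syt2b (2.87) and cplx2l (1.69) were higher too, while vamp1b (0.18), snap25a (0.16) and stxbp1a (0.35) did not pass. syt2a was lower (−2.36, adjusted p = 7.94e-08 from edgeR). Replicate 2 gave 2 of these cells.

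Of 25 immediate early and stress genes, 6 were higher and 7 lower in PMn-like than in SMn-like cells, such as npas4a (1.56), jun (−1.20) and ddit3 (−2.75). Of 3 gap junction genes, gjd1a was higher (1.13) and cx43.4 lower (−3.30, by adjusted p alone). Of 3 cell cycle genes, mcm7 was lower (−2.89) by adjusted p alone, and none with the limits on fold and detection.

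The sums were also regrouped without regard to type, with the library block kept. These groups came from clusters of the same counts, so the splits leave open whether chance is excluded. For PMns against SMns, 1 of 32 splits was as large as the real one, itself, with 1214 genes against at most 0 in the others by edgeR. For gene lists it was also 1 split, with 18 lists against at most 17 and a median of 14. Of 100 splits of the SMn groups, 1 was as large for foxb1b (1873 against at most 840 genes) and 1 for bmp16 (3922 against at most 308). For alcamb, 2 of 100 splits were as large, the real one included, and the other called 3277 genes against 2701. With each SMn group set against the other 8 sums as a single group, the counts were 103 for foxb1b, 313 for alcamb and 3435 for bmp16 by edgeR. There, none of 99 other splits was as large, with at most 2 genes.

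Of the clusters of neither class, the her4.2 and atoh1b cluster held 7 genes at over 2 times the highest CPM of any other cluster. The mki67 and rrm2 cluster held 91 and the insl5a and gcga cluster 22, the last tested in replicate 1 alone. This argues against doublets as the whole of each cluster and leaves open that some of their cells are doublets. The 7 genes were among 1078 found in at least 30% of the cells of the her4.2 and atoh1b cluster. That cluster also had the largest share of high Scrublet scores of these clusters.

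A cluster of 226 neurons was led by the glial genes hbegfa, stm and slc6a9. Its median of 2327 UMIs lay below 4036 in astrocytes and radial glia and 2650 in other neurons, yet 29.2% of its cells had the highest 10% of Scrublet scores and it held 0 genes of its own. Doublets of neurons and glia stay open. Its leading genes stood at a median of 36.5% of their CPM in astrocytes and radial glia, so glial RNA taken up with neurons may explain them and stays open.

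The cluster of 1677 unsorted cells drawn mostly from replicate 1 was led by globin genes. Red blood cells as the bulk of the cluster are argued against, because erythrocyte genes made up 0.102% of its UMIs in replicate 1 and 1.68% in replicate 2, against 0.00491% and 0.00378% in other cells. The markers of astrocytes and radial glia had a median log2 ratio of −0.461 to all other cells of replicate 1, so free RNA in droplets with few UMIs may explain those cells and stays open. In replicate 2, oligodendrocyte markers were at −1.11.

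The channel trio was found in more PMn-like than SMn-like cells. More UMIs per PMn are argued against by 42.41% of thinned PMns with the trio, against 1.178% of thinned SMns. Sorting or the sorted line is argued against by 62.12% of unsorted PMns. Free RNA from other cells is argued against in the unsorted libraries by 0.2934% of astrocytes and radial glia. These glia came from the unsorted libraries alone and do not measure free RNA in the sorted libraries, where it stays open. None of the other tested explanations stays open, and the cause of the higher counts in PMns was not tested.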
